# *Dbx2*, an Aging-Related Homeobox Gene, Inhibits the Proliferation of Adult Neural Progenitors

**DOI:** 10.1007/s12015-023-10600-7

**Published:** 2023-08-22

**Authors:** Andrea Giuliani, Valerio Licursi, Paola S. Nisi, Mario Fiore, Sara D’Angelo, Stefano Biagioni, Rodolfo Negri, Peter J. Rugg-Gunn, Emanuele Cacci, Giuseppe Lupo

**Keywords:** Adult neurogenesis, Neural stem/progenitor cells, Subventricular zone, Transcriptional regulation, Cell cycle

## Abstract

In the adult mouse brain, the subventricular zone (SVZ) underlying the lateral ventricles harbours a population of quiescent neural stem cells, which can be activated (aNSCs) to initiate proliferation and generate a neurogenic lineage consisting of transit amplifying progenitors (TAPs), neuroblasts (NBs) and newborn neurons. This process is markedly reduced during aging. Recent studies suggest that the aged SVZ niche decreases the pool of proliferating neural/stem progenitor cells (NSPCs), and hence adult neurogenesis, by causing transcriptomic changes that promote NSC quiescence. The transcription factors that mediate these changes, however, remain unclear. We previously found that the homeobox gene *Dbx2* is upregulated in NSPCs of the aged mouse SVZ and can inhibit the growth of NSPC cultures. Here, we further investigate its role as a candidate transcriptional regulator of neurogenic decline. We show that *Dbx2* expression is downregulated by Epidermal Growth Factor receptor signaling, which promotes NSPC proliferation and decreases in the aged SVZ. By means of transgenic NSPC lines overexpressing *Dbx2*, we also show that this gene inhibits NSPC proliferation by hindering the G2/M transition. Furthermore, we exploit RNA sequencing of transgenic NSPCs to elucidate the transcriptomic networks modulated by *Dbx2*. Among the top hits, we report the downregulation of the molecular pathways implicated in cell cycle progression. Accordingly, we find that *Dbx2* function is negatively correlated with the transcriptional signatures of proliferative NSPCs (aNSCs, TAPs and early NBs). These results point to Dbx2 as a transcription factor relaying the anti-neurogenic input of the aged niche to the NSPC transcriptome.

**Graphical Abstract:**

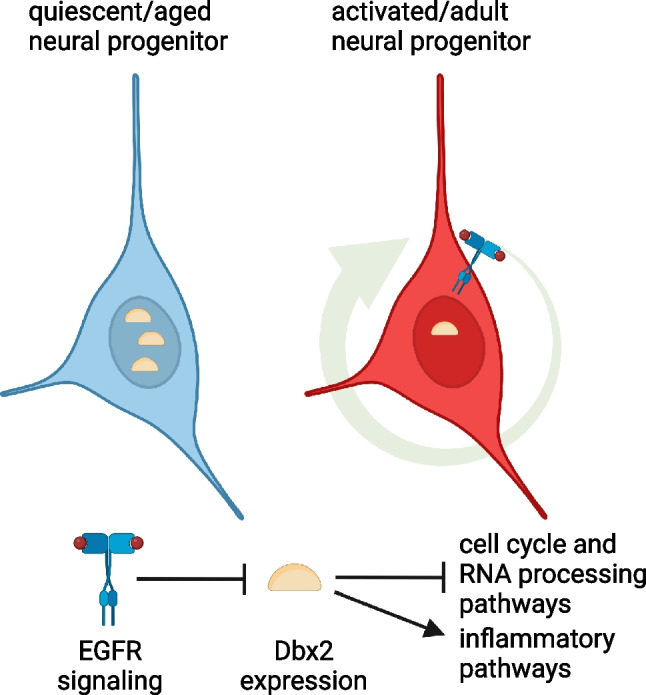

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12015-023-10600-7.

## Introduction

In adult mice, the subventricular zone (SVZ) of the lateral ventricles and the subgranular zone (SGZ) of the dentate gyrus harbour neurogenic neural stem/progenitor cells (NSPCs) within a specialized niche. The niche milieu includes other cell types, such as ependymal, vascular, glial and neuronal cells, as well as locally produced cues and systemic factors, acting together to support NSPC maintenance and neuronal differentiation [1]. SVZ and SGZ NSPCs are organized in a hierarchical cell lineage encompassing the neurogenic process [2, 3]. Neural stem cells (NSCs) lie at the top of the lineage and are largely quiescent (qNSCs). Upon activation (aNSCs) by appropriate stimuli, they can enter the cell cycle, to self-renew or to generate daughter cells that give rise to transient amplifying progenitors (TAPs), neuroblasts (NBs) and newborn neurons [4, 5].

An age-related reduction of adult neurogenesis might be a contributing factor to the cognitive decline of elderly humans [6, 7]. This is best documented in mice, wherein proliferating NSPCs and their neuronal output are markedly decreased in the aged SVZ and SGZ [8, 9]. Two explanations have been proposed for this reduction. Earlier models suggest that the age-dependent decrease in neurogenesis is driven by the progressive exhaustion of the qNSC pool due to their activation and differentiation [10, 11]. According to recent studies, however, a qNSC reservoir persists in the aged brain [12–15]. Moreover, some NSCs may return to quiescence after activation and self-renewal [16–18]. These observations lead to alternative models, whereby the neurogenic decline may be caused by the increased quiescence of the aged NSC pool. Considering the heterogeneous nature of NSC populations [12, 14, 15], and the time-dependent changes in neurogenesis [16, 19], both models may be represented in certain NSC subpopulations and/or ages.

Adult NSPC proliferation is influenced by various extracellular signals. In the mouse SVZ, Epidermal Growth Factor receptor (EGFR) signaling is crucial to NSC activation, and is reduced in qNSCs and in the aged niche [20–23]. In contrast, inflammatory pathways, such as interferon (IFN) signaling, increase in the aged SVZ and promote NSC quiescence [14, 24]. Tumor Necrosis Factor α (TNFα), Transforming Growth Factor β (TGFβ) and Fibroblast Growth Factor (FGF) pathways are also implicated in NSC activation and aging [18, 25–27].

Transcriptomic comparison of qNSCs and aNSCs has revealed clear differences in the expression of genes related to cell cycle, protein synthesis and inflammatory response [16, 18, 22]. Transcriptomic changes have also been detected between young adult and aged NSPCs [12, 14, 15, 28–30]. This suggests that transcriptional regulation in NSPCs is key to control their proliferation and to the alterations of aged NSPCs. It is therefore important to identify the transcription factors that relay aged niche signals to the NSPC transcriptome and uncover how they function in this context.

The homeobox gene *Dbx2* encodes a transcription factor involved in the development of spinal cord interneurons, and is also expressed in selected regions of the embryonic brain, limb buds and tooth germs [31, 32]. We previously reported that *Dbx2* is expressed in the adult mouse SVZ, and established that *Dbx2* is upregulated in aged NSPCs and inhibits the growth of NSPC cultures [30]; however, the extracellular signals controlling *Dbx2* expression and the mechanisms mediating *Dbx2* function remained unclear. Here, we show that *Dbx2* transcription is negatively modulated by EGFR signaling. We provide evidence that *Dbx2* can hinder the G2/M transition in adult NSPCs, thus reducing their proliferation. Finally, we describe the *Dbx2*-regulated transcriptome in adult NSPC cultures. Notably, this expression program includes cell cycle and inflammatory response gene networks, and is negatively correlated with the signatures of the proliferative neurogenic cell types (aNSCs, TAPs and early NBs).

## Materials and Methods

### NSPC Culture

This work was carried out by *in vitro* culture of mouse NSPCs that were previously derived from the SVZ of young adult (3 months old, 3 mo) C57BL/6 J/Babr mice [30]. NSPC culture in adherent and non-adherent proliferative conditions was performed according to published protocols [30, 33, 34]. Briefly, NSPCs were seeded in T25 flasks or 6-well plates coated with poly-ornithine (Sigma-Aldrich P3655, 10 µg/ml) and laminin (Sigma-Aldrich L2020, 5 µg/ml) for adherent cultures, or non-coated T25 flasks for non-adherent conditions. In both cases, NSPCs were cultured with DMEM/F12 (Invitrogen 32500035), supplemented with GlutaMAX (Invitrogen 35050038, 1:100), HEPES (Sigma-Aldrich H0887, 5 mM), sodium bicarbonate (Sigma-Aldrich S8761, 11.25 mg/ml), D-glucose (Sigma Aldrich G8769, 0.6%), B27 supplement (Invitrogen 17504044, 1:50), human recombinant EGF (R&D Systems 236-EG-200/CF, 20 ng/ml) and FGF2 (R&D Systems 233-FB-25/CF, 10 ng/ml). Non-adherent cultures were also supplemented with heparin (Sigma-Aldrich, H3149, 2 µg/ml). Transgenic NSPC lines with constitutive expression of a *Dbx2* transgene or a control *GFP* transgene were previously described [30]. Briefly, NSPC transfection of young adult SVZ NSPCs with *pTP6-hrGFP* or *pTP6-Dbx2* plasmids was previously carried out using an Amaxa mouse NSC Nucleofector kit (Lonza VPG-1004) on an Amaxa Nucleofector II (Lonza), followed by selection and maintenance of transgenic NSPCs by treatment with puromycin (Sigma-Aldrich P8833, 1 μg/ml). Two different pairs of transgenic NSPC lines were previously generated from independent derivations of young adult mouse SVZ NSPCs, and were used again for this work. All the experiments reported in this study were performed with NSPCs bulk-cultured for up to 24 passages *in vitro* starting from the primary culture of dissociated SVZ cells (passage 1).

### Real-time qRT-PCR Assays

For the analysis of *Dbx2* mRNA levels by real-time qRT-PCR, young adult SVZ NSPCs were seeded in T25 flasks or 6-well plates at a density of approximately 40000 cells/cm^2^ in adherent proliferative culture conditions. On the next day, cultures were rinsed once with medium devoid of EGF and FGF2, then incubated in fresh medium with both EGF and FGF2, none of them, or only one of them. Treatments with human recombinant Transforming Growth Factor α (TGFα, Cell Guidance Systems GFH39-5) were performed by diluting a 50 µg/ml stock in PBS containing 0.1% Bovine Serum Albumin with culture medium to 100 ng/ml. Treatments with the EGFR inhibitor AG1478 (Calbiochem 658548) were performed by diluting a 10 mM stock in DMSO with culture medium to 2 µM; control cultures were treated with equal volumes of DMSO. At the end of the experimental treatment, cells cultured in T25 flasks were enzymatically detached with Accutase (Corning 25–058-CI), pelleted in 2 ml tubes and lysed for RNA purification, whereas cells in 6-well plates were directly lysed in the culture plates. Total RNA purification and quantification, reverse transcription and real-time qPCR were performed using Qiagen kits, a NanoDrop 2000 (Thermo Scientific) and a Rotor-Gene Q (Qiagen), as previously described [33]. The following primers were used for *Dbx2* and for the reference gene *Rpl19*: *Dbx2*_forward CCCGCCATTCTACTCTGCAT, *Dbx2*_reverse GAGTCCTGGGTCAGCAAAGG, *Rpl19*_forward AGACCAAGGAAGCACGAAAG, *Rpl19*_reverse GCCGCTATGTACAGACACGA.

### Cell Proliferation Analyses by Flow Cytometry and Immunocytochemistry

For cell cycle analysis, transgenic NSPCs were seeded in T25 flasks at a density of 5000 cells/cm^2^ in non-adherent culture conditions supplemented with 600 ng/ml of puromycin. Neurospheres generated by control or *Dbx2*-overexpressing NSPCs were pelleted by centrifugation and dissociated with Accutase. The resulting cell suspensions were rinsed with PBS, fixed in cold PBS-methanol 1:1 and stored in this solution at 4 °C. Staining with propidium iodide (PI) and quantification of the fraction of cells in G0/G1, S and G2/M by flow cytometry were performed as previously described [35].

To quantify the fraction of cells expressing Ki67 and phosphorylated histone H3 (pH3), control and *Dbx2*-overexpressing neurospheres were collected by centrifugation and dissociated, followed by cell plating on poly-ornithine/laminin coated glass coverslips in 24-well plates and culture for 2-4 hours (2–4 h) in media for adherent proliferative conditions to allow attachment to the glass. After attachment, cells were fixed for 20 min with methanol-free formaldehyde (Pierce 28908) diluted to 4% with PBS, then rinsed a few times with PBS and stored in PBS at 4 °C. Immunofluorescence analysis with an anti-Ki67 mouse monoclonal antibody (Leica Biosystems ACK02, 1:100) or with an anti-pH3 (Ser 10) rabbit polyclonal antibody (ThermoFisher PA5-17869, 1:100) was performed as previously described [30, 35]. In each experiment, 12 random fields per coverslip were selected based on Hoechst staining and photographed using a Nikon Eclipse TE300 microscope and a Nikon DS-U3 digital camera, followed by the quantification of the ratio between Ki67-positive (Ki67+) or pH3-positive (pH3+) cells and the total cell number in 1–3 coverslips for each experimental condition. Several hundred to a few thousand cells were counted for each condition in each experiment. Automated immunofluorescence analysis was performed with ImageJ software [36]. Colocalization images were generated using the ImageJ plug-in “Colocalization Image Creator” [37]. For Hoechst signal, the “Binary Element” option was used, and the automatic thresholding was set on “YEN”; for Ki67 and pH3 signals, the “Grayscale Element” option was chosen. The colocalization images generated were then used for automated counting of Ki67+ or pH3+ cells using the ImageJ plug-in “Colocalization Object Counter” [37]. Only Ki67 and pH3 signals effectively colocalizing with Hoechst signal were counted. Automated analysis of signal intensity was performed using the ImageJ tool “Analyse Particles”. A nuclear mask was generated using Hoechst signal to specifically select nuclear regions. This mask was then merged with the Ki67 or pH3 signals and the fluorescence intensity per pixel in each nucleus was measured with the ImageJ tool “Measure”.

### Statistical Analysis of Gene Expression and Cell Proliferation Assays

The experimental data obtained from qRT-PCR, flow cytometry and immunofluorescence assays were analysed and graphically represented using GraphPad Prism 9 software. The type of statistical test performed, the resulting *p* values and the number of independent experimental replicates performed with NSPCs from different culture passages (n) are indicated in the figure legends.

### RNA-sequencing and Differential Gene Expression Analysis

For RNA-sequencing (RNA-seq), total RNA was purified from frozen cell pellets of control and *Dbx2*-overexpressing non-adherent cultures using Qiagen RNeasy kits. RNA-seq libraries from total RNA (100 ng) from each sample were prepared using QuantSeq 3' mRNA-Seq Library prep kit (Lexogen, Vienna, Austria), according to manufacturer's instructions, at Next Generation Diagnostics (Pozzuoli, Italy). The amplified fragmented cDNAs of 300 bp in size were sequenced in single-end mode using the NextSeq500 (Illumina) with a read length of 101 bp. Sequence read quality was evaluated using *FastQC* version 0.11.8 (Babraham Institute, Cambridge, UK), followed by trimming using *bbduk* software to remove adapter sequences, poly-A tails and low-quality end bases (Q < 20). Reads were then mapped to the mouse Ensembl GRCm38 (mm10) build reference genome with *STAR* version 2.5.0a [38]; gene annotations corresponding to Ensembl annotation release 96 were used to build a transcriptome index, which was provided to *STAR* during the alignment.

To identify differentially expressed genes (DEGs), data were filtered to remove from the analysis the genes having > 1 counts per million in less than 4 out of 16 total samples. Data normalization and differential gene expression analysis were performed using Bioconductor, R package *edgeR* version 3.36 [39], assigning the cell line batch as a covariate to fit the generalized log-linear model with the glmQLFit function of *edgeR*. DEGs were assessed by comparing *Dbx2*-NSPC and *GFP*-NSPC samples using a moderated t-test with a false discovery rate (FDR) < 0.05 threshold. Volcano plot was created using Bioconductor [40, 41], R package *EnhancedVolcano* version 1.12.0. Principal component analysis (PCA) was performed using R base prcomp function, plotting the first two PCs using R package *ggplot2* version 3.3.5.

### Gene Ontology, Gene Set and Transcription Factor Enrichment Analyses

DEGs in *Dbx2*-NSPCs vs *GFP*-NSPCs were clustered by functional annotation in gene ontology (GO) and pathway enrichment analysis using Bioconductor R package *clusterProfiler* version 4.2.0 [42] with annotation of GO database [43], and with annotation of REACTOME [44] and Kyoto Encyclopedia of Genes and Genomes (KEGG) [45] for pathways. R package *pathview* version 1.34.0 was used to integrate the RNA-seq data with KEGG pathway plots.

Broad Institute gene set enrichment analysis (GSEA) [46] was used to assess the enrichment of the *Dbx2*-associated signature list (12533 expressed genes in *Dbx2*-NSPCs and *GFP*-NSPCs without FDR threshold, ranked according to fold change (FC), versus the curated “Hallmark” and “C2” gene set collections from the Broad Molecular Signatures Database (MSigDB) version 7.4.1 (https://www.gsea-msigdb.org/gsea/msigdb/), or versus recently published mouse SVZ single-cell RNA-seq datasets [14, 15, 47]. The mouse version of the gene set collections “Hallmark” and “C2” (REACTOME subcategory, selecting signatures related to cell cycle) were obtained from R package *msigdbr* version 7.4.1. GSEA enrichment score (ES) was calculated by walking down the ranked list of genes, increasing a running-sum statistic when a gene was in the gene set and decreasing it when it was not. A normalized ES (NES) was also calculated with GSEA, by considering differences in pathway size (i.e., gene set size) and allowing for comparisons between pathways within the analysis.

Transcription factor enrichment analysis was performed with Enrichr method [48], using as references TRANSFAC and JASPAR library [49], containing manually curated transcription factors binding profiles as position weight matrices, TRRUST library [50], a database of reference transcription factor-target regulatory interactions, and ENCODE and CHEA library, containing experimental transcription factor binding data from ENCODE Project Consortium [51] and CHEA database [52].

## Results

### *Dbx2* Expression is Upregulated in Aged or Quiescent NSPCs and is Repressed by EGFR Signaling

We previously reported that *Dbx2* mRNA levels were increased both in NSPC cultures and in freshly isolated NSPCs obtained from the SVZ of aged (18 mo) mice as compared to adult (3–7 mo) samples [30]. To confirm these results, we checked a recent transcriptomic dataset of NSPCs isolated from the SVZ of 2 mo, 7 mo and 19 mo mice, noticing an age-dependent upregulation of *Dbx2* [14] (Fig. 1A). We also examined published transcriptomic datasets of qNSCs and aNSCs isolated from the adult mouse SVZ [15, 18, 22], consistently observing *Dbx2* upregulation in qNSCs (Fig. 1B to D).

**Fig. 1:**
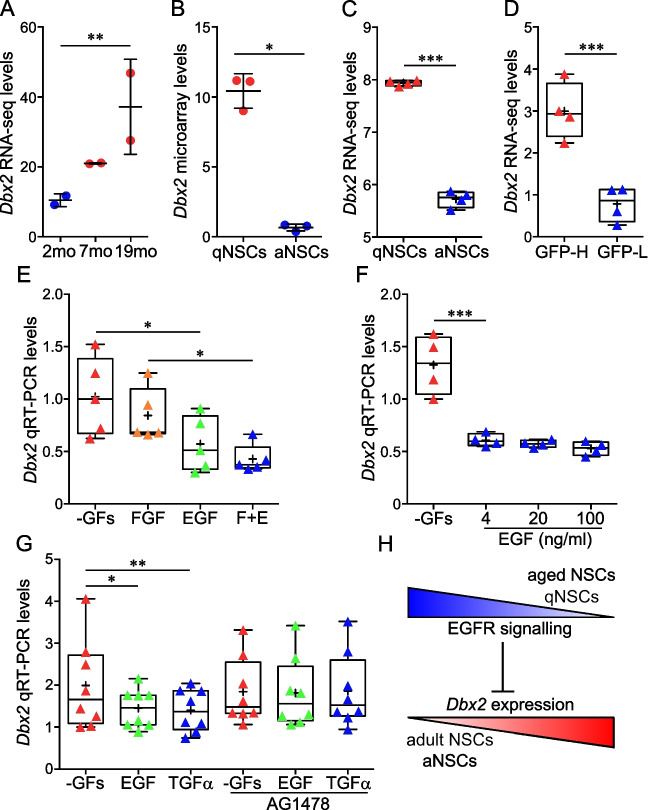
Activation and EGFR signaling downregulate *Dbx2* expression in adult NSPCs. **(A)** *Dbx2* mRNA levels in freshly isolated NSPCs from the SVZ of 2 mo, 7 mo and 19 mo mice as reported in a published RNA-seq dataset [14]. Black lines show mean transcript levels ± standard deviation; blue and red dots show individual experimental replicates for young adult and aged mice, respectively (*n* = 2); **, adjusted *p* value < 0.01, 2 mo vs 19 mo NSPCs. **(B)** *Dbx2* mRNA levels in freshly isolated qNSCs (red dots) and aNSCs (blue dots) from the SVZ of adult mice as reported in a published microarray dataset [22] (*n* = 3); *, adjusted *p* value < 0.05. **(C)** Box-and-whisker plots of *Dbx2* mRNA levels in freshly isolated qNSCs and aNSCs from the SVZ of adult mice as reported in a published RNA-seq dataset [18]. The lower and higher whiskers indicate the minimum and maximum values, respectively. The bottom and top of the box represent the first and third quartiles, respectively, and the band inside the box indicates the second quartile (the median). The + symbol indicates mean transcript levels. Red and blue triangles show individual experimental replicates for qNSCs and aNSCs, respectively (*n* = 4); ***, *p* < 0.001, Student’s t-test. **(D)** Box-and-whisker plots of *Dbx2* mRNA levels in freshly isolated GFP high (GFP-H, red triangles) and GFP low (GFP-L, blue triangles) NSCs (largely corresponding to qNSCs and aNSCs, respectively) from the SVZ of adult mice as reported in a published RNA-seq dataset [15] (*n* = 4); ***, adjusted *p* value < 0.001. **(E)** Box-and-whisker plots of *Dbx2* mRNA levels in adherent cultures of mouse young adult SVZ NSPCs that were treated for 6 h without exogenous growth factors (-GFs, red triangles), with 10 ng/ml FGF2 (orange triangles), with 20 ng/ml EGF (green triangles), or with EGF + FGF2 (E + F, blue triangles), followed by qRT-PCR analysis (*n* = 5); *, *p* < 0.05, one-way ANOVA. **(F)** Box-and-whisker plots of *Dbx2* mRNA levels in NSPC cultures that were treated for 8 h without exogenous growth factors (-GFs, red triangles), or were maintained for 6 h without growth factors and then treated for 2 h with 4, 20 or 100 ng/ml EGF (blue triangles), followed by qRT-PCR analysis (*n* = 4); ***, *p* < 0.001, one-way ANOVA. **(G)** Box-and-whisker plots of *Dbx2* mRNA levels, as detected by qRT-PCR, in NSPC cultures that were treated for 6 h without exogenous growth factors (-GFs, red triangles), with 20 ng/ml EGF (green triangles), or with 100 ng/ml TGFα (blue triangles), in the absence or in the presence of 2 µM AG1478 (*n* = 8); *, *p* < 0.05, **, *p* < 0.01, one-way ANOVA. **(H)** Proposed model of *Dbx2* regulation in adult SVZ NSPCs. EGFR signaling inhibits *Dbx2* expression. EGFR signaling levels are reduced in qNSCs and in aged NSCs in comparison with aNSCs and adult NSCs (blue gradient), leading to increased *Dbx2* expression during NSC quiescence or aging (red gradient)

We then investigated whether EGFR signaling may be involved in *Dbx2* expression changes upon NSC activation or NSPC aging. To this goal, we analysed *Dbx2* mRNA levels in cultures of young adult (3 mo) mouse SVZ NSPCs that were maintained for 6 h in standard proliferation-supporting media, supplemented with EGF and FGF2, in media devoid of both growth factors, or in media containing only EGF or FGF2. As shown in Fig. 1E, *Dbx2* was upregulated in NSPC cultures devoid of exogenous EGF, when compared with EGF-supplemented cultures. Furthermore, *Dbx2* was downregulated when NSPCs were cultured without growth factors for 6 h and then treated with EGF for 2 h, as compared to growth factor withdrawal for 8 h (Fig. 1F). TGFα is the predominant EGFR ligand in the adult brain and its levels decrease in the aged SVZ [21]. We observed a comparable decrease in *Dbx2* mRNA levels in NSPC cultures treated for 6 h with either EGF or TGFα, in comparison with NSPCs cultured without exogenous growth factors; this decrease was prevented by including AG1478, an EGFR inhibitor, in the culture media (Fig. 1G). These results suggest that EGFR signaling represses *Dbx2* expression in SVZ NSPCs; consequently, a reduction of EGFR activation during quiescence or aging may lead to *Dbx2* upregulation in NSPCs (Fig. 1H).

### *Dbx2* Overexpression in Young Adult Mouse SVZ NSPCs Inhibits Cell Proliferation by Hindering the G2/M Transition

*Dbx2* overexpression reduces the growth of NSPC cultures derived from the SVZ of young adult mice, without major effects on NSPC viability, suggesting that *Dbx2* inhibits NSPC proliferation [30]. We speculated that *Dbx2* may promote cell cycle exit and entry in G0, or decrease the division rate of NSPCs remaining in the cell cycle. To test this hypotheses, we took advantage of previously described transgenic young adult NSPC lines with constitutive expression of either a mouse *Dbx2* transgene (*Dbx2*-NSPCs) or a control *GFP* transgene (*GFP*-NSPCs), and cultured them for 4–6 days (4-6 d) in non-adherent conditions to generate neurospheres [30]. We then used these cultures to quantify the percentage of *Dbx2*-NSPCs and *GFP*-NSPCs that were positive for Ki67, a nuclear marker expressed throughout the cell cycle, but not in cells that have exited the cell cycle. Moreover, we estimated the fraction of *Dbx2*-NSPCs and *GFP*-NSPCs in each phase of the cell cycle (G0/G1, S, G2/M) by flow cytometry quantification of DNA content in cells stained with PI. To make sure that the results were reproducible, we performed these analyses with two independent pairs of *Dbx2*-NSPC and *GFP*-NSPC lines [30]. Cell cycle exit of NSPCs in response to *Dbx2* overexpression would be expected to cause an increase in the fraction of cells in G0/G1 and a decrease of the fraction of Ki67+ cells; however, these effects were not detectable in the *Dbx2*-NSPC lines as compared to *GFP*-NSPC cultures (Fig. 2A, D, E, H; Fig. S1A, D, E, H; Fig. S2A and D; representative images of Ki67-stained cultures are shown in Fig. 2I and J, and in Fig. S1I and J). Surprisingly, we detected a reproducible increase of the G2/M cell fraction upon *Dbx2* overexpression (Fig. 2C, D, H; Fig. S1C, D, H). To distinguish between cells in G2 and in M phases, we quantified the fraction of cells positive for pH3, a marker of cells undergoing mitosis. Mitotic histone H3 phosphorylation starts in pericentric heterochromatin in late G2, then spreads throughout the condensing chromatin during prophase, reaching a peak at metaphase; dephosphorylation of histone H3 begins in anaphase and ends in telophase [53]. In agreement with the dynamics of mitotic pH3 accumulation, we observed different patterns of pH3 immunostaining during NSPC progression through mitosis. Some of the pH3+ NSPCs, likely corresponding to late G2 cells, showed a weaker staining in the form of isolated nuclear spots; during prophase, these pH3+ foci increased in size and intensity, until the whole nucleus appeared to be stained (Fig. S3A to D). A peak in signal intensity was observed in NSPC nuclei between metaphase and early anaphase, followed by a progressive decrease between anaphase and telophase (Fig. S3I to L). We quantified the total percentage of pH3+ NSPCs, which included all the cells engaging in the G2/M transition, as well as the percentage of NSPCs showing pH3 staining patterns typical of cells that have progressed beyond early prophase (Fig. S3D and I to L), which we named pH3+ late cells. When compared with *GFP*-NSPCs, a decrease in the pH3+ total cell fraction was detected in one of the *Dbx2*-NSPC lines, but not the other; however, both lines showed a reduction in the pH3+ late cell fraction (Fig. 2F and G; Fig. S1F and G; Fig. S2B and E; representative images of pH3-stained cultures are shown in Fig. 2K and L, and in Fig S1K and L). The fraction of pH3+ cells within the top 40% of the fluorescence intensity range, which likely include pH3 + late cells, was also reduced in both *Dbx2*-NSPC lines (Fig. S1C and F). These results indicate that the accumulation in G2/M observed by flow cytometry is due to an altered mitotic progression in *Dbx2*-NSPC cultures. Therefore, they lead us to suggest that *Dbx2* negatively regulates the G2/M transition in NSPCs, hindering the progression through mitosis when its expression levels increase. The observation that one of the *Dbx2*-NSPC lines showed a weaker effect on the G2/M transition than the other is consistent with the comparatively weaker growth phenotype of the neurosphere cultures generated from this cell line [30], and might be explained by differences in the genetic or epigenetic background of the two cell lines, as suggested by PCA results (see below). Nonetheless, the number of cells undergoing cell division is decreased in both lines, which provides an explanation for the reduced size of the neurospheres formed by *Dbx2*-NSPCs.

**Fig. 2:**
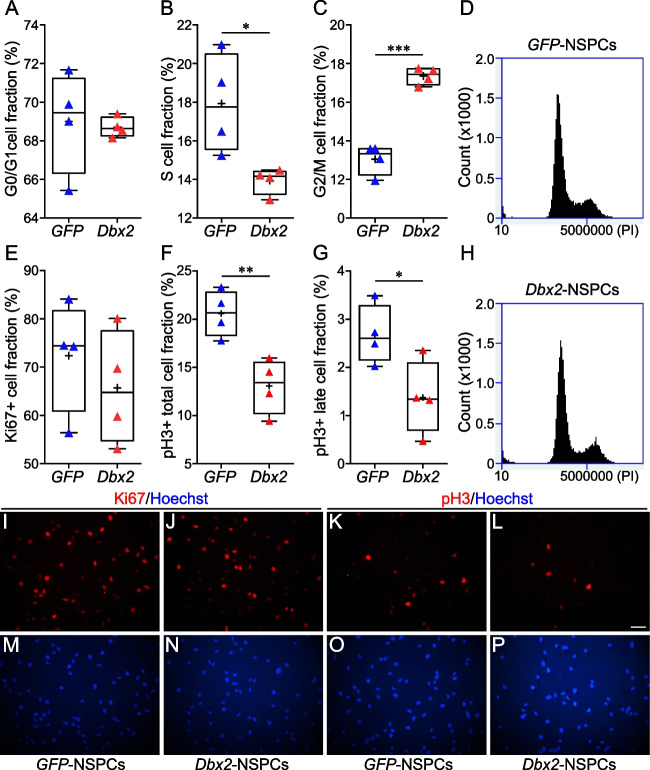
Constitutive *Dbx2* overexpression inhibits the G2/M transition in young adult NSPCs. **(A** to **C)** Box-and-whisker plots of the fraction of *GFP*-NSPCs (blue triangles) and *Dbx2*-NSPCs (red triangles) in the G0/G1 **(A)**, S **(B)** and G2/M **(C)** phases of the cell cycle (*n* = 4); *, *p* < 0.05, ***, *p* < 0.001, Student’s t-test. The + symbols indicate mean percentages. Flow cytometry histograms of PI-stained *GFP*-NSPC and *Dbx2*-NSPC cultures from a representative experiment are shown in **(D)** and **(H)**, respectively. **(E** to **G)** Box-and-whisker plots of the fraction of Ki67+ **(E)**, pH3+ total **(F)** and pH3+ late **(G)** cells in *GFP*-NSPC (blue triangles) and *Dbx2*-NSPC (red triangles) cultures (*n* = 4); *, *p* < 0.05, **, *p* < 0.01, Student’s t-test. **(I** to **P)** Representative images of *GFP*-NSPC **(I**,** M**,** K**, **O)** and *Dbx2*-NSPC **(J**,** N**,** L**, **P)** cultures stained with anti-Ki67 **(I**, **J)** or anti-pH3 **(K**, **L)** antibodies. Hoechst nuclear staining is shown in **(M** to **P)**. Scale bar, 40 µm

### *Dbx2* Regulates NSPC Transcriptional Programmes Associated with Cell Cycle, Inflammatory Response and Lineage Progression

To gain insight into the molecular mechanisms mediating the effects of *Dbx2* overexpression in SVZ NSPCs, we performed a transcriptomic analysis with the transgenic NSPC lines used for cell cycle assays. 

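The transcriptomes came from 16 RNA samples, 8 of *Dbx2*-NSPCs and 8 of *GFP*-NSPCs, from NSPC lines derived from mice of 3 months of age. Each library was made from 100 ng of total RNA with the QuantSeq kit, which primes at the poly-A tail and yields reads near the end of each transcript. The authors trimmed the reads with bbduk, aligned them with STAR to the GRCm38 genome with Ensembl annotation, and deposited CPM, the reads of each gene scaled to the sample's total, for 30386 genes. Of these genes, 12637 were at 0 in every sample. The deposited CPM of each sample summed to between 999484.7 and 999613.8, so no further scaling between samples was applied to them. Whole reads were recovered from 99.9981% of the values above 0. The recovered totals ran from 1803928 to 3293285 reads per sample, with a median of 2880405 in *GFP*-NSPCs and 3014879 in *Dbx2*-NSPCs. A single read was worth 0.30 to 0.55 CPM, and 3 reads, taken as the smallest amount told apart from 0, were worth 0.911 to 1.66 CPM. These floors cover counting error only, since reads without molecular identifiers are not independent molecules. The 12533 genes with more than 1 CPM in at least 4 of the 16 samples were tested. The test was limma's moderated test (2-sided, with an intensity trend) of log2(CPM + 0.5) between *Dbx2*-NSPCs and *GFP*-NSPCs, with Benjamini-Hochberg adjustment over all tested genes. The paper's methods give the cell line batch as a covariate in edgeR. The sample labels used here give the transgene and a replicate number but not the cell line, so no line was assigned to a sample and no covariate was fitted. The paper describes independent pairs of lines with 4 experiments for each pair, so the samples of a transgene include repeat cultures of the same line. Each n given here counts samples, not lines. The p-values therefore do not cover the spread between lines, and do not separate the transgene from other differences between the lines.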

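*Dbx2* (ENSMUSG00000045608) lies on chromosome 15 from 95623563 to 95655960. Its level was 155 ± 35.4 CPM (SD, n = 8) in *Dbx2*-NSPCs and 77.2 ± 51.8 CPM (SD, n = 8) in *GFP*-NSPCs, a log2 fold change of 1.26 (standard error 0.317, limma adjusted p = 0.00978; exact permutation test of the 8 against 8 values, p = 0.00357). The table gives 1 value per gene, so reads of the transgene and of the endogenous gene are not told apart. The paper's text does not describe the end of the transgene's transcript, where these libraries place their reads. How many transgene reads were counted on *Dbx2* is therefore not known, and the fold changes may not measure the level of the transgene. In *GFP*-NSPC replicates 1 to 8 the *Dbx2* level was, in that order, 171.22, 105.11, 116, 89.31, 31.58, 30.67, 34.15 and 39.48 CPM. In *Dbx2*-NSPC replicates 1 to 8 it was 232.13, 168.44, 157.28, 135.99, 155.22, 114, 137.69 and 138.09 CPM. The groups thus overlapped in the samples numbered 1 to 4, where the log2 fold change was 0.54 (limma adjusted p = 0.0892 over these 8 samples). Compared by number there was no overlap: *Dbx2* was higher in the *Dbx2*-NSPC sample of all 8 numbers, by 0.44 to 0.68 on the log2 scale in numbers 1 to 4, and with the replicate number as a block the adjusted p was 9.07e-04 over all samples (5.67e-08 to 0.0892 over the alternatives). Within the samples numbered 1 to 4 and 5 to 8, the log2 levels of same-numbered samples correlated at 0.823 (exact permutation of the numbers, p = 0.0642, chosen after the levels were seen). In the samples numbered 5 to 8, *GFP*-NSPCs were at 34.0 ± 3.96 CPM (SD, n = 4) and the log2 fold change was 1.99 (limma adjusted p = 5.67e-08). The fold changes of these sets of samples differed by 1.45. An exact permutation test of this difference gave p = 0.0686 with the transgene labels permuted within each set of samples, and p = 0.0322 with the set labels permuted within each transgene, over 4900 relabellings each; the latter test was chosen after the former had been seen.

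**Figure D1:**
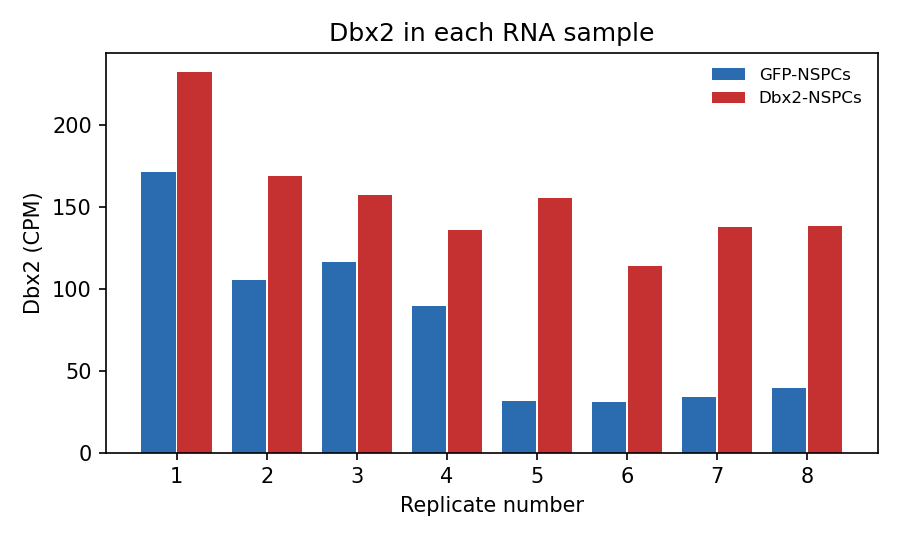
*Dbx2* level (CPM) in each RNA sample by replicate number, with *GFP*-NSPCs in blue and *Dbx2*-NSPCs in red; each bar is a single sample. *GFP*-NSPC replicates 5 to 8 lie between 30.67 and 39.48 CPM and replicates 1 to 4 between 89.31 and 171.22 CPM.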

To this aim, we performed RNA-seq and differential gene expression analysis with RNA samples obtained from 4-6 d non-adherent cultures of both lines of *Dbx2*-NSPCs and *GFP* NSPCs (4 independent experiments for each pair). PCA confirmed that the cell culture samples used for transcriptomic analysis were mainly clustered according to transgene expression (*Dbx2* or *GFP*) (PC1, 63% of variance), although samples belonging to the same experimental condition, but to independent cell lines, could also be distinguished (PC2, 21% of variance) (Fig. 3C). 

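PCA of the 12533 tested genes on log2(CPM + 0.5), centred and not scaled, gave 28.4% of the variance to PC1 and 23.3% to PC2. PC1 scores were -9.38 ± 42.6 in *GFP*-NSPCs and 9.38 ± 29.5 in *Dbx2*-NSPCs (SD, n = 8 each; exact permutation test over all splits of the samples, p = 0.352). PC2 scores were -30.8 ± 13.9 in *GFP*-NSPCs and 30.8 ± 4.23 in *Dbx2*-NSPCs (exact permutation test, p = 0.000155, the smallest p that the 12870 splits of 8 against 8 samples can give). The transgene accounted for 7.0% of the variance of the PC1 scores and 91.1% of that of the PC2 scores. Along PC1, the samples numbered 1 to 4 lay apart from those numbered 5 to 8 within both transgenes, and this division accounted for 89.8% of the variance of the scores. Within each of these sets of samples, PC1 was also higher in *Dbx2*-NSPCs, by 31.05 in numbers 1 to 4 and 6.46 in numbers 5 to 8, and in all 8 same-numbered comparisons (exact permutation of the transgene labels within each set, p = 0.000408, the smallest its 4900 relabellings can give, chosen after the scores were seen). The division was seen in the data, and which samples came from which cell line is not given by their labels. *GFP*-NSPC replicate 1 had a PC2 score of -7.03, the closest of the *GFP*-NSPC samples to the *Dbx2*-NSPC samples. With the 500 most variable genes, the PC1 share of variance rose to 41.9% and the PC2 share of variance to 29.9%, and PC1 again followed the replicate numbers. Of 14 other selections and scalings, all chosen after the shares had been seen, the 100 genes with the smallest transgene p moved the PC1 share most, to 72.5%; these genes were selected for a difference along the transgene.

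**Figure D2:**
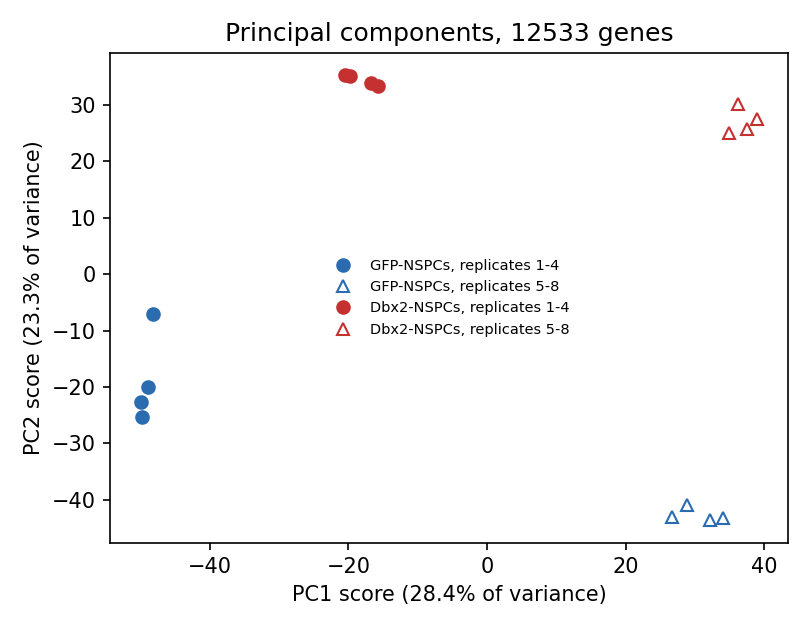
PC1 and PC2 scores of the 16 RNA samples from log2(CPM + 0.5) of 12533 genes, with *GFP*-NSPCs in blue and *Dbx2*-NSPCs in red; circles are replicates 1 to 4 and open triangles replicates 5 to 8. The transgenes separate along PC2, from -7.03 and below to 25.03 and above, and the replicate numbers along PC1.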

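At an adjusted p under 0.05, limma called 1982 of the 12533 tested genes, 15.8%, of which 1007 were higher and 975 lower in *Dbx2*-NSPCs. At an unadjusted p under 0.05 there were 3654 genes. In 428 genes every *Dbx2*-NSPC sample lay on the same side of every *GFP*-NSPC sample, where chance gives 0.0155% of genes. With the replicate number as a block, 2723 genes were called, 1925 of them among the 1982; the number of upregulated genes was then 1359 and the number of downregulated genes 1364. The residuals of same-numbered samples correlated at 0.226 on average across genes, against 0.199 for samples with different numbers from the same set of numbers, 1 to 4 or 5 to 8. The choice that moved the count most among those that kept the adjusted p threshold alone was a covariate made from the leading component of the residuals within the groups, which held 36.5% of the residual variance. With it, 3133 genes were called, 1556 higher and 1577 lower. The scores of this component parted replicates 1 to 4 from replicates 5 to 8 within both transgenes. Fitted on replicates 1 to 4 alone, 1950 genes were called, and on replicates 5 to 8 alone, 2911. Of the 997 genes called in both fits, 813 changed in the same direction and 184 in opposite directions. The log2 fold changes of the fits correlated at 0.33 (Spearman's rho 0.323) across the tested genes, which are not independent replicates. A limma test of the difference between these fold changes called 1183 genes, of which 259 were among the 1982.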

By setting a threshold of FDR < 0.05, we identified 2854 DEGs between *Dbx2*-NSPCs and *GFP*-NSCPs (1368 upregulated and 1486 downregulated genes in *Dbx2*-NSPCs) (Fig. 3A and Table S1).

**Fig. 3:**
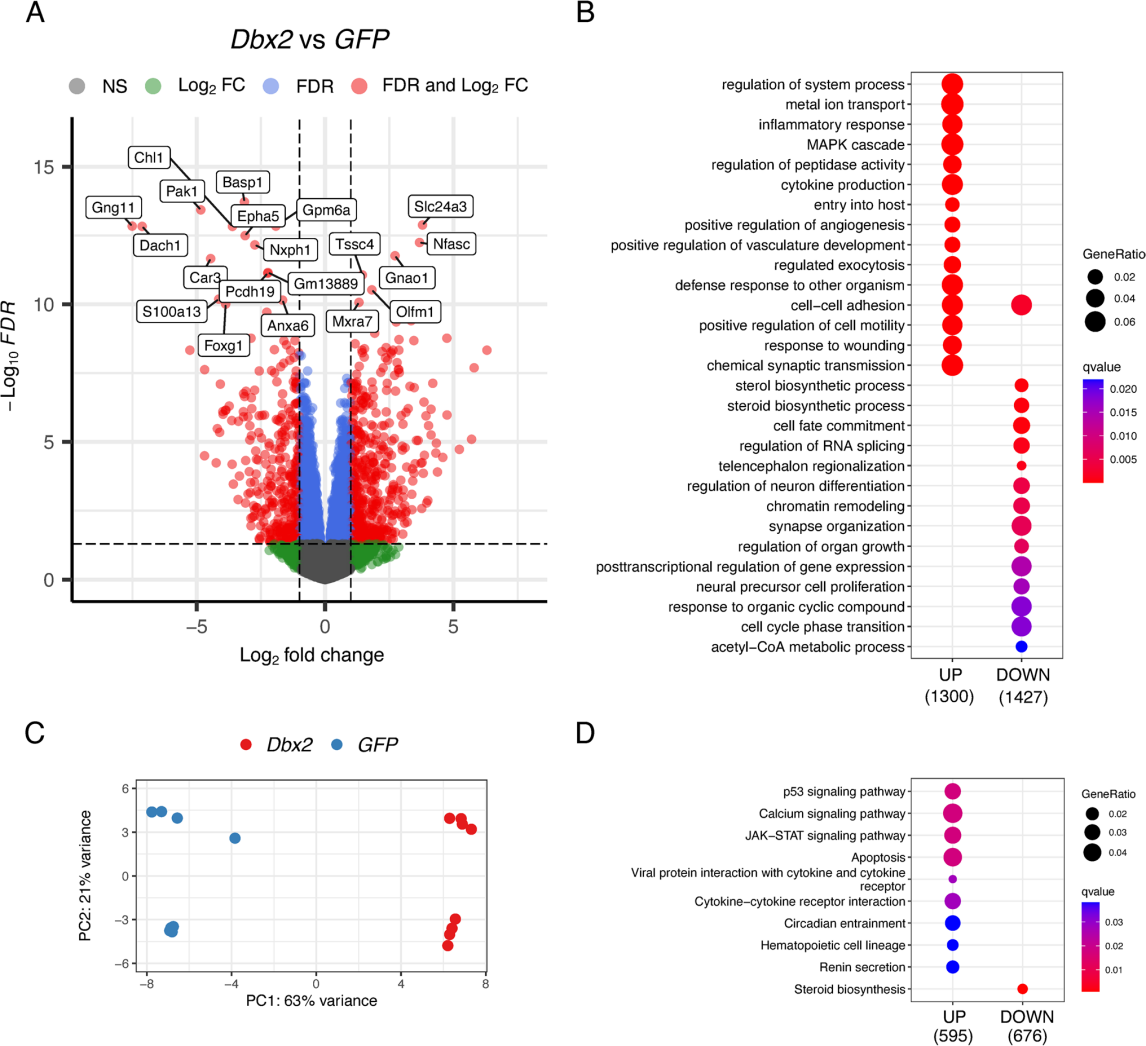
Transcriptomic profiling of *Dbx2*-overexpressing NSPCs. **(A)** Volcano plot showing the distribution of -log_10_(FDR) values (Y axis) relative to log_2_(FC) values (X axis) resulting from the comparison of gene expression levels in *Dbx2*-NSPCs vs *GFP*-NSPCs. Red dots indicate DEGs associated with FDR < 0.05 and FC < -2 or FC > 2; blue dots indicate genes with FDR < 0.05 and -2 < FC < 2; green dots indicate genes with FC < -2 or FC > 2, and FDR > 0.05. Representative genes are highlighted in the plot. **(B)** Dot plot showing the GO terms enriched in the upregulated (left) and the downregulated (right) DEGs. The size of the dots is based on the count of the DEGs correlated with each term; the colour of the dots shows the qvalue associated with each term. **(C)** PCA plots showing that control experimental replicates (*GFP*-NSPCs, blue dots) and *Dbx2*-overexpressing experimental replicates (*Dbx2*-NSPCs, red dots) can be distinguished from each other along the PC1 axis. Control or *Dbx2*-overexpressing experimental replicates from independent cell lines carrying the same transgene can be distinguished along the PC2 axis. **(D)** Dot plot showing the KEGG pathways that are enriched in the upregulated (left) and the downregulated (right) DEGs

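Of the genes with an adjusted p under 0.05, 675 also had a fold change beyond 2, with 435 higher and 240 lower in *Dbx2*-NSPCs. Fig. 3A labels 20 genes, of which 19 passed the adjusted p, 13 lower and 6 higher. Adjusted over these 20 genes alone the count was also 19, which shows no stability, since the genes were labelled as the paper's calls on these data. The 6 higher genes had log2 fold changes of 3.92 for *Slc24a3*, 3.67 for *Nfasc*, 2.72 for *Gnao1*, 1.87 for *Olfm1*, 1.44 for *Tssc4* and 1.31 for *Mxra7*. *Slc24a3* (ENSMUSG00000063873; chromosome 2, 145167754 to 145642166) was at 7.65 ± 5.11 CPM in *GFP*-NSPCs and 106 ± 28.3 CPM in *Dbx2*-NSPCs (SD, n = 8 each; limma adjusted p = 5.97e-08). *Nfasc* (ENSMUSG00000026442; chromosome 1, 132564690 to 132741797) was at 5.38 ± 2.20 CPM in *GFP*-NSPCs and 70.3 ± 12.0 CPM in *Dbx2*-NSPCs (SD, n = 8 each; limma adjusted p = 9.10e-10). Among the lower genes, *Nxph1* (ENSMUSG00000046178; chromosome 6, 8948431 to 9249032) fell from 80.7 ± 10.3 CPM to 12.0 ± 3.72 CPM (SD, n = 8 each), a log2 fold change of -2.74 (limma adjusted p = 5.17e-10). *Basp1* (ENSMUSG00000045763; chromosome 15, 25363277 to 25413764) fell from 638 ± 413 CPM to 68.8 ± 38.3 CPM (SD, n = 8 each), a log2 fold change of -3.08 (limma adjusted p = 5.22e-05). The log2 fold changes of *S100a13*, *Epha5*, *Chl1*, *Gm13889*, *Pcdh19* and *Gpm6a* were -3.88, -3.11, -3.06, -2.29, -2.19 and -1.94. *Gm13889* overlaps *Gm27027* on the same strand, and *Tssc4* overlaps *Trpm5* on the opposite strand; the paper's text does not name the strand used in counting, so reads of these pairs may be mixed. *Anxa6* (ENSMUSG00000018340; chromosome 11, 54979108 to 55033445) had a log2 fold change of -0.97 and an adjusted p of 0.741 in limma. Its level was 455 ± 23.6 CPM in *GFP*-NSPCs and 140 ± 12.1 CPM in *Dbx2*-NSPCs numbered 5 to 8 (SD, n = 4 each), but 1.69 ± 0.61 and 1.39 ± 0.66 CPM in those numbered 1 to 4, close to the floor of 3 reads. It was called with a block for the replicate number and with the covariate from the residuals, and the adjusted p ran from 6.53e-09 to 0.765 over the alternatives.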

We then performed GO enrichment analysis of the DEGs using the GO Biological Process database. As shown in Fig. 3B, the genes downregulated upon *Dbx2* overexpression were enriched for GO terms related to NSPC proliferation (e.g. “neural precursor cell proliferation”, “cell cycle phase transition”), lineage progression (e.g. “cell fate commitment”, “regulation of neuron differentiation”), and RNA processing (e.g. “regulation of RNA splicing”); the genes upregulated in *Dbx2*-overexpressing NSPCs were enriched for GO terms related to inflammatory response (e.g. “inflammatory response”, “cytokine production”). DEG analysis using REACTOME and KEGG databases also indicated that pathways related to cell cycle and RNA processing were enriched in the downregulated genes, and pathways related to inflammatory response and cell cycle inhibition (“p53 signaling pathway”) were enriched in the upregulated genes (Fig. 3D and Fig. S4).

To characterise these transcriptional effects in more detail, we analysed the transcriptome of *Dbx2*-overexpressing NSPCs by GSEA, a computational method that investigates the biological effects associated with a ranked gene list by determining whether the members of a gene set linked to a specific biological process tend to occur at the top or the bottom of the ranked gene list [46]. Since the size of the analysed gene list influences GSEA accuracy, we performed this analysis with a wider *Dbx2*-associated signature of 12533 genes, which included all the genes with detectable mRNA expression in *Dbx2*-NSPCs and GFP-NSPCs, irrespectively of FDR values. This gene list was ranked according to FC, followed by GSEA with “Hallmark” gene sets in MSigDB. 

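All 12533 tested genes entered the ranking by log2 fold change, whose median over genes was -0.022. The extremes of the ranking were named by a rule set before the data were examined: genes with an adjusted p under 0.05, a mean of at least 10 CPM in at least 1 group and no overlap between the samples of the groups. The rule left 373 genes, 164 higher and 209 lower in *Dbx2*-NSPCs, and the 5 largest changes each way were kept. *Serpina3n* (ENSMUSG00000021091; chromosome 12, 104406729 to 104414329) was at 15.2 ± 5.66 CPM (SD, n = 8) in *Dbx2*-NSPCs and at or under 3 reads in every *GFP*-NSPC sample, so it was at least 13.3-fold higher (limma adjusted p = 5.12e-10). *Tmem132b* (ENSMUSG00000070498; chromosome 5, 125531774 to 125792583) was at 12.1 ± 4.76 CPM (SD, n = 8) in *Dbx2*-NSPCs and likewise at the floor in *GFP*-NSPCs, at least 10.6-fold higher (limma adjusted p = 2.69e-09). *Maml3*, *Col11a1* and *Cadm3* followed with log2 fold changes of 4.26, 4.01 and 4.01 (limma adjusted p = 4.39e-07, 1.38e-04 and 5.87e-06). The *GFP*-NSPC means of *Maml3* (0.642 CPM) and *Cadm3* (0.754 CPM) lie under 3 reads, so the size of their folds depends on the pseudocount. Among the decreases, *Dach1* (ENSMUSG00000055639; chromosome 14, 97786853 to 98169765) was at 22.6 ± 6.83 CPM (SD, n = 8) in *GFP*-NSPCs and at or under 3 reads in every *Dbx2*-NSPC sample, at least 21.8-fold lower (limma adjusted p = 1.52e-11). *Gng11* (ENSMUSG00000032766; chromosome 6, 4003904 to 4008445) was at 65.5 ± 67.2 CPM (SD, n = 8) in *GFP*-NSPCs and at the floor in *Dbx2*-NSPCs, at least 63.2-fold lower by the mean of all samples (limma adjusted p = 1.18e-04). This bound does not hold for the samples numbered 1 to 4, where *Gng11* was at 4.88 ± 1.43 CPM in *GFP*-NSPCs, against 126 ± 27.2 CPM in those numbered 5 to 8 (SD, n = 4 each). *Pak1*, *Pdzrn4* and *Car3* had log2 fold changes of -4.84, -4.66 and -4.44 (limma adjusted p = 5.12e-10, 1.10e-05 and 9.19e-08). The folds of *Pdzrn4*, *Car3*, *Cadm3* and *Col11a1* also differed between the sample sets (limma adjusted p of the difference, 1.78e-05, 0.0041, 4.66e-04 and 2.80e-05). In that order they were -2.64, -5.34, 2.46 and 2.79 on the log2 scale in the samples numbered 1 to 4. In those numbered 5 to 8 they were -6.68, -3.54, 5.56 and 5.23. For *Serpina3n*, *Tmem132b*, *Maml3*, *Dach1* and *Pak1* no such difference was called.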

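The 3 gene sets were taken as Table S2 lists them, and fgsea's multilevel test (exponent 1) was run on the ranked log2 fold changes with adjustment over 6 Hallmark sets. “E2F targets”, with 197 genes, had an NES of -2.16 (adjusted p = 1.46e-09), and 84.3% of its genes had a negative log2 fold change. “Myc targets”, with 200 genes, had an NES of -2.08 (adjusted p = 1.45e-08), with 86.0% of the genes negative. “G2M checkpoint”, with 190 genes, had an NES of -1.81 (adjusted p = 1.44e-05), with 78.4% negative. Over all tested genes, 52.7% were negative. These p-values permute genes and carry no error between samples, so a score was also computed per sample, the mean log2(CPM + 0.5) of a set's genes less the mean over all tested genes. The “E2F targets” score was 1.85 ± 0.118 in *GFP*-NSPCs and 1.61 ± 0.142 in *Dbx2*-NSPCs (SD, n = 8 each; exact permutation test, p = 0.00513, adjusted p = 0.00564 over 11 sets). For “Myc targets” the score was 2.83 ± 0.091 against 2.63 ± 0.066 (SD, n = 8 each; exact permutation test, p = 0.000466, adjusted p = 0.00171). For “G2M checkpoint” it was 2.03 ± 0.097 against 1.84 ± 0.120 (SD, n = 8 each; exact permutation test, p = 0.00622, also after adjustment). The score differences were -0.250, -0.192 and -0.198 in replicates 1 to 4 and -0.229, -0.219 and -0.186 in replicates 5 to 8, in the order E2F, Myc and G2M. Taken as 8 same-numbered differences, each score gave p = 0.00781 in an exact sign-flip test, the smallest p it can give. Within the samples numbered 1 to 4 and 5 to 8, same-numbered scores deviated together, with correlations of 0.635 for E2F, 0.832 for Myc and 0.742 for G2M (exact permutation of the numbers within each set of samples, adjusted p = 0.0574, 0.0535 and 0.0574 over 11 sets, chosen after the scores were seen). Over all tested genes, the correlation within these sets of samples was 0.04 for same-numbered samples and -0.014 for others. The NES moved most when genes were ranked by limma's moderated t, to -2.55 for “E2F targets”. For “G2M checkpoint”, taking the median over genes in the score gave a difference of -0.114 with adjusted p = 0.0998 (exact permutation test; from 0.00622 to 0.0998 over the alternatives).

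**Figure D3:**
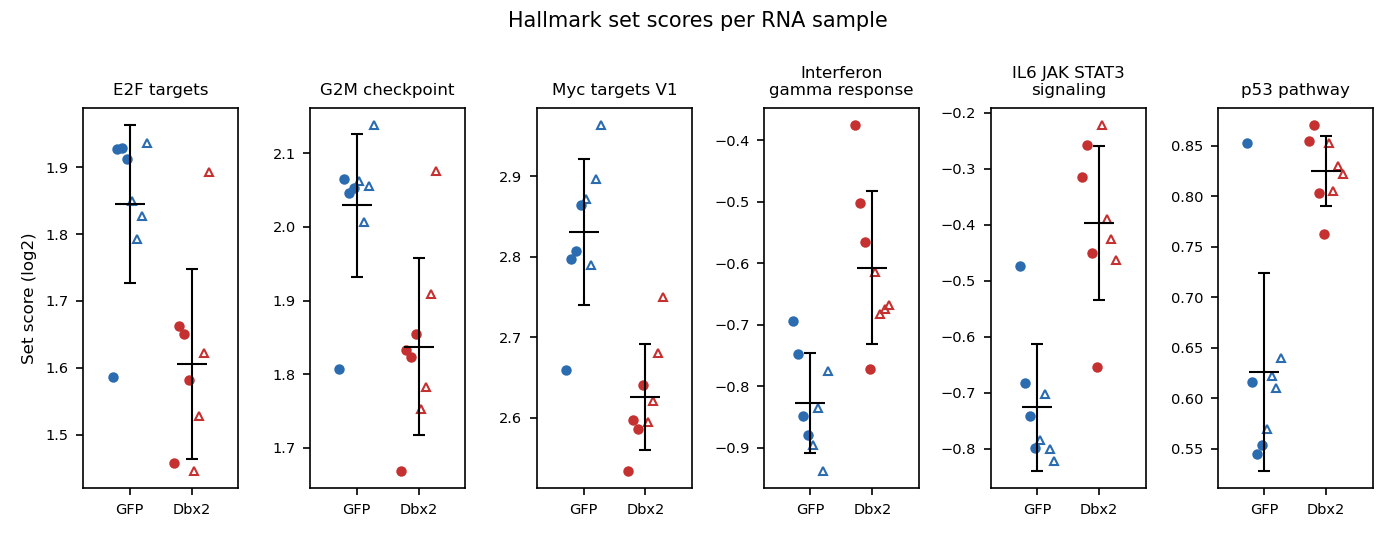
Scores of the 6 Hallmark sets (log2 scale, relative to all tested genes) in each RNA sample, with *GFP*-NSPCs in blue and *Dbx2*-NSPCs in red; circles are replicates 1 to 4, open triangles replicates 5 to 8, and bars the mean ± SD (n = 8). In the E2F, G2M and Myc panels the *Dbx2*-NSPC means lie lower, and *GFP*-NSPC replicate 1 lies at 1.586 in the E2F panel, below the other *GFP*-NSPC samples.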

Notably, several cell cycle-related gene sets (“E2F targets”, “G2M checkpoint”, “Myc targets”) correlated with the *Dbx2*-associated signature (Fig. 4A), with negative NES values resulting from the enrichment of these gene sets among the genes downregulated in *Dbx2*-overexpressing NSPCs (Fig. 4B, C and D; Table S2). Moreover, several gene sets linked to inflammatory response (e.g. “Interferon gamma response”, “IL6 JAK STAT3 signaling”) or to cell cycle inhibition (“p53 pathway”) correlated with the *Dbx2*-associated signature (Fig. 4A), with positive NES values resulting from the enrichment of these gene sets among the genes upregulated in *Dbx2*-overexpressing NSPCs (Fig. 4E, F and G, Table S2). 

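“IL6 JAK STAT3 signaling”, with 51 genes, had an NES of 1.79 (fgsea adjusted p = 0.00132), and 29.4% of its genes had a negative log2 fold change. “p53 pathway”, with 163 genes, had an NES of 1.74 (adjusted p = 0.000103), with 33.1% of the genes negative. “Interferon gamma response”, with 123 genes, had an NES of 1.695 (adjusted p = 0.000644), with 42.3% negative. Across the alternatives tried, the NES ran from 1.51 to 1.98 for IL6 JAK STAT3 signaling, from 1.53 to 2.15 for p53 and from 1.57 to 1.75 for interferon gamma. The scores per sample of all 3 sets were higher in *Dbx2*-NSPCs. The IL6 JAK STAT3 score was -0.725 ± 0.113 in *GFP*-NSPCs and -0.397 ± 0.137 in *Dbx2*-NSPCs (SD, n = 8 each; exact permutation test, p = 0.000311, adjusted p = 0.00171). The interferon gamma score was -0.827 ± 0.082 and -0.607 ± 0.124 (SD, n = 8 each; exact permutation test, p = 0.000777, adjusted p = 0.00171). The p53 score was 0.626 ± 0.098 and 0.825 ± 0.035 (SD, n = 8 each; exact permutation test, p = 0.00109, adjusted p = 0.00200). In *GFP*-NSPC replicate 1 the p53 score was 0.853, against 0.545 to 0.640 in the other *GFP*-NSPC samples. The score differences in replicates 1 to 4 were 0.255, 0.239 and 0.181, and in replicates 5 to 8 they were 0.402, 0.201 and 0.217, in the order IL6, interferon and p53.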

Transcription factor motif enrichment analysis confirmed an enrichment of E2F and Myc motifs in the DEGs downregulated in *Dbx2*-overexpressing NSPCs, and an enrichment of p53 motifs in the upregulated DEGs (Fig. S5).

**Fig. 4:**
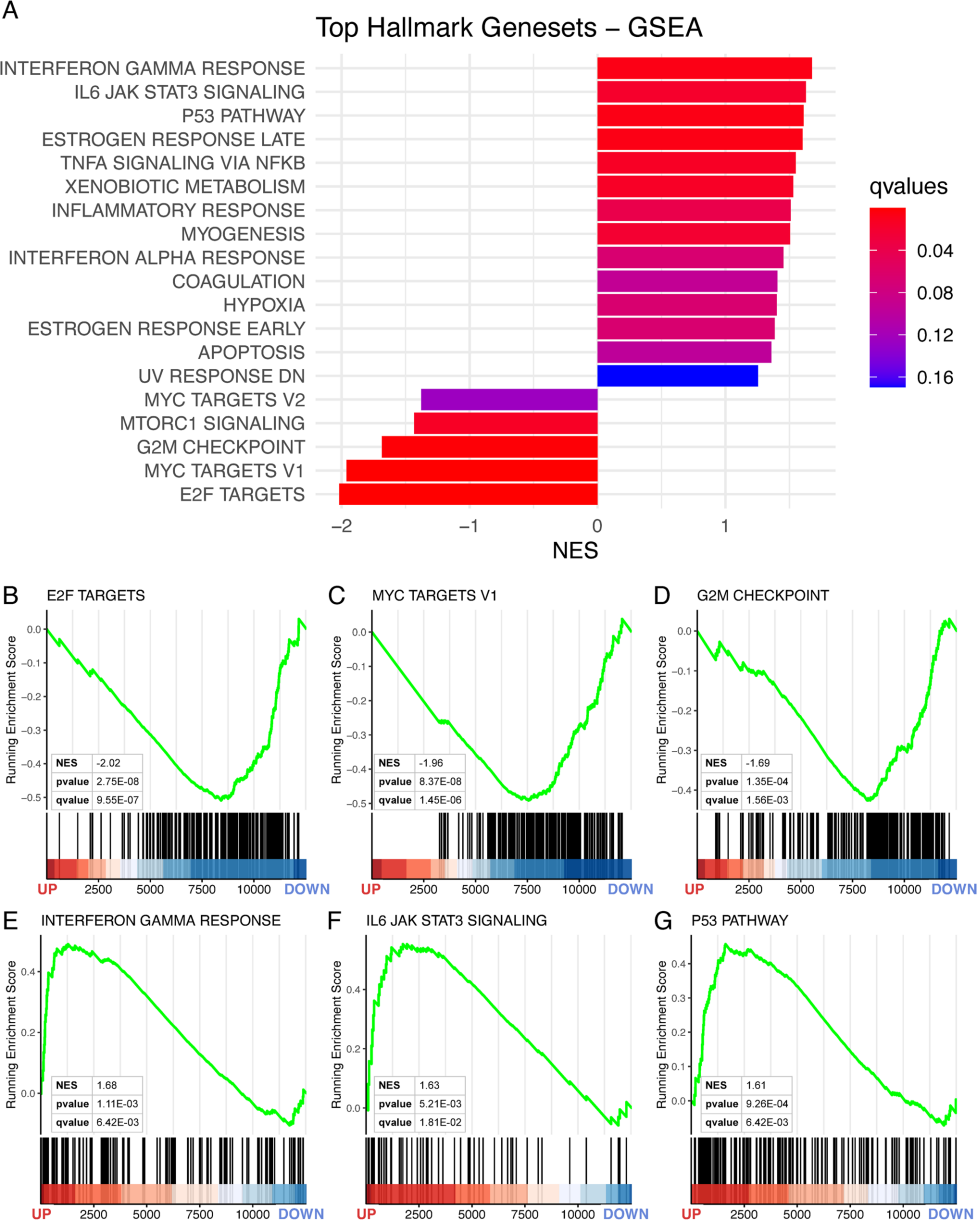
*Dbx2* overexpression affects the expression of gene sets related to cell cycle and inflammatory response. **(A)** Bar plot showing the top “Hallmark” gene sets correlated with the *Dbx2*-associated transcriptional signature (12533 genes), according to GSEA. The size and the colour of the bars indicate the NES value and the qvalue associated with each gene set, respectively. (**B** to **G**) Enrichment plots showing the top 3 NES < 0 gene sets (**B** to **D**), or the top 3 NES > 0 gene sets (**E** to **G**), in the *Dbx2*-associated signature. Vertical black lines indicate individual members of each gene set and their position within the ranked *Dbx2*-associated signature; the FC direction in *Dbx2*-overexpressing NSPCs is indicated in the X axis (down, FC < 0; up, FC > 0). The heat maps at the bottom of the plots highlight the proportion of *Dbx2*-downregulated genes (blue colour) and Dbx2-upregulated genes (red colour) in each gene set

Given *Dbx2* effects on NSPC proliferation, we performed a more detailed analysis of the transcriptional changes related to cell cycle progression in *Dbx2*-overexpressing NSPCs. To this aim, we carried out GSEA using the *Dbx2*-associated signature and various gene sets related to different cell cycle phases as available in the “C2” curated gene sets collection in MSigDB. This analysis revealed a general negative correlation of the *Dbx2*-associated signature with cell cycle-related gene sets (Fig. S6). 

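*Cdk4* (ENSMUSG00000006728; chromosome 10, 127063534 to 127067920) was at 292 ± 64.3 CPM in *GFP*-NSPCs and 164 ± 13.5 CPM in *Dbx2*-NSPCs (SD, n = 8 each), a log2 fold change of -0.80 (standard error 0.109, limma adjusted p = 4.31e-05; exact permutation test, p = 0.000155). *Cdk2* (ENSMUSG00000025358; chromosome 10, 128697939 to 128705031) was at 60.3 ± 13.03 and 34.7 ± 11.1 CPM, a log2 fold change of -0.83 (standard error 0.201, limma adjusted p = 0.00774; exact permutation test, p = 0.00155). *Cdk1* (ENSMUSG00000019942; chromosome 10, 69335146 to 69352938) was at 172 ± 39.4 and 115 ± 36.3 CPM, a log2 fold change of -0.62 (standard error 0.211, limma adjusted p = 0.0509; exact permutation test, p = 0.0118). The adjusted p of *Cdk1* lay above 0.05, and was 0.0165 with the replicate block and 0.00865 with the residual covariate (0.00128 to 0.207 over the alternatives). All 3 genes lie on chromosome 10, where the median log2 fold change of 430 genes between 3366057 and 128744855 was -0.365 relative to all genes. Less the median of the 50 nearest genes with a mean of at least 10 CPM, a comparison chosen after the data were seen, the difference was -0.29 for *Cdk4* (exact permutation test, p = 0.00482), -0.32 for *Cdk2* (p = 0.104) and -0.33 for *Cdk1* (p = 0.123). The cyclin A genes are *Ccna2* and *Ccna1*. *Ccna2* (ENSMUSG00000027715; chromosome 3, 36564865 to 36572150) was at 77.7 ± 18.8 and 50.2 ± 14.3 CPM, a log2 fold change of -0.64 (standard error 0.173, limma adjusted p = 0.0157; exact permutation test, p = 0.00528). Its adjusted p was 0.0686 in replicates 5 to 8 alone, and from 0.00503 to 0.0686 over the alternatives. *Ccna1* was not detectable at this depth, with at most 0.71 CPM in any sample, and was not tested. *Cdkn1a* (p21; ENSMUSG00000023067; chromosome 17, 29090976 to 29100727) rose from 1193 ± 641 to 2238 ± 410 CPM, a log2 fold change of 1.14 (standard error 0.314, limma adjusted p = 0.0178; exact permutation test, p = 0.00186). Its log2 fold change was 0.57 in replicates 5 to 8 and larger in replicates 1 to 4, by 1.13 (limma adjusted p of the difference, 0.0191). *Gadd45g* (ENSMUSG00000021453; chromosome 13, 51846678 to 51848468) rose from 113 ± 37.1 to 241 ± 59.2 CPM, a log2 fold change of 1.11 (standard error 0.186, limma adjusted p = 3.58e-04; exact permutation test, p = 0.000777). *Gadd45a* was at 8.61 ± 3.46 and 13.5 ± 3.62 CPM, a log2 fold change of 0.66 with adjusted p = 0.0728 in limma, and 0.0245 with the replicate block, in a range of 0.0245 to 0.254 (exact permutation test, p = 0.0211). *Gadd45b* was at 3.95 ± 2.14 and 4.40 ± 2.37 CPM, a difference within the spread between samples (limma adjusted p = 0.835; exact permutation test, p = 0.711). It also lies on chromosome 10, and less its neighbours the difference was 0.70 (exact permutation test, p = 0.12). Of the 8 genes tested, 5 passed the adjusted p over all genes, 3 lower and 2 higher, and 7 when adjusted over these genes alone. The latter count shows no stability, since the list follows the paper's calls on these data. *Cdk4*, *Cdk2* and *Ccna2* overlap the protein-coding genes *Tspan31*, *Pmel* and *Exosc9* on the opposite strand, and *Cdkn1a* and *Gadd45a* overlap *AC167363.2* and *E230016M11Rik*, so reads of these pairs may be mixed.

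**Figure D4:**
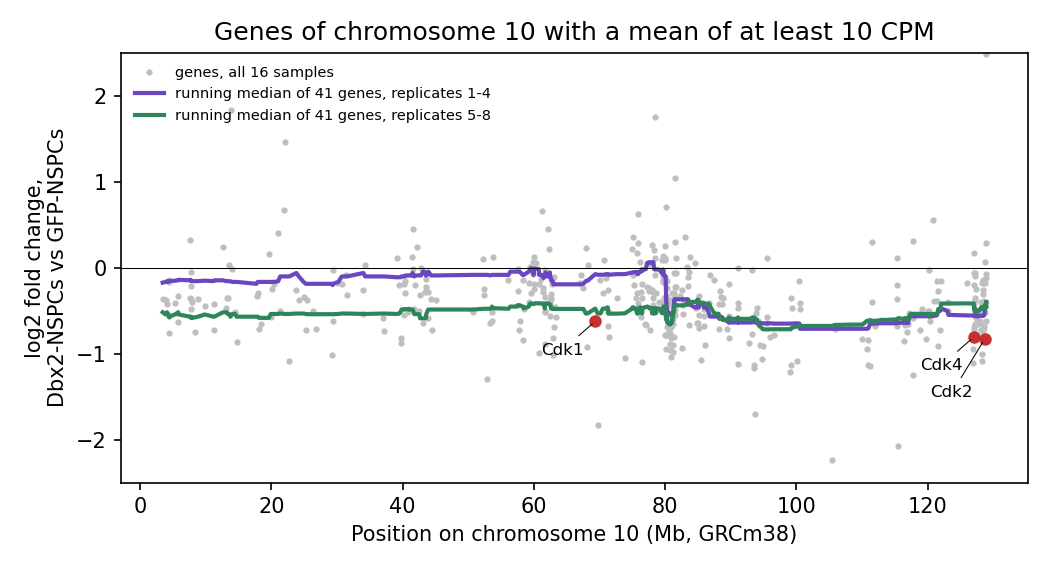
Log2 fold change against position, over all 16 samples, for the 438 genes on chromosome 10 with a mean of at least 10 CPM. The cell cycle genes are marked, and lines give running medians of 41 genes for replicates 1 to 4 and for replicates 5 to 8. Of these genes, 2 lie beyond the axis limits of -2.5 and 2.5. In replicates 5 to 8 genes are lower along the chromosome (median -0.496 relative to all genes). In replicates 1 to 4 the shifted part runs only from 79669369 to 128744855 (median -0.482). *Cdk1*, *Cdk2* and *Cdk4* are at -0.62, -0.83 and -0.80.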

A characterization of the DEGs between *Dbx2*-NSPCs and *GFP*-NSCPs (FDR < 0.05) with KEGG cell cycle and p53 signaling pathway gene sets showed that several genes crucially implicated in the G1/S transition (*Cdk2*, *Cdk4*) or G2/M transition (*CycA*, *Cdk1*) were downregulated in *Dbx2*-overexpressing NSPCs, and key cell cycle inhibitors acting in the p53 pathway (*p21*, *Gadd45*) were upregulated (Fig. S7). These results suggest that elevated *Dbx2* expression broadly inhibits the transcriptional pathways involved in cell cycle progression.

The results of GSEA with cell cycle-related gene sets prompted us to use the same approach to investigate the effects of *Dbx2* overexpression on the transcriptional programmes associated with NSPC lineage progression. To this aim, we took advantage of the recently described single-cell transcriptomic signatures of qNSCs, aNSCs, TAPs and NBs of the adult mouse SVZ [14, 15, 47]; we then used the gene sets related to each of these cell populations to perform GSEA with the *Dbx2*-associated signature. Remarkably, the gene sets related to aNSCs, TAPs and NBs negatively correlated with the *Dbx2*-associated signature (Fig. 5, Table S3). 

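The signatures listed in Table S3, named aNSC2, TAP, L1, mTAPs and TAPs, were tested with the same ranking and with adjustment over these 5 sets; those of qNSCs and NBs were not analysed here. The aNSC2 signature, with 523 genes, had an NES of -2.37 (fgsea adjusted p = 4.36e-26). The L1 signature had an NES of -2.23 (adjusted p = 4.15e-13) over the 267 genes read, since its list as used here is incomplete. The mTAPs signature, with 370 genes, had an NES of -2.22 (adjusted p = 1.74e-16), and the TAP signature, with 381 genes, an NES of -2.03 (adjusted p = 5.02e-13). The TAPs signature, with 458 genes, had an NES of -1.73 (adjusted p = 2.85e-08). The mean scores were lower in *Dbx2*-NSPCs by more than the SD of either group, although single samples of the groups overlapped in each signature. Compared by number, the *Dbx2*-NSPC score was below the *GFP*-NSPC score in every number and each signature. The aNSC2 score was 2.36 ± 0.105 in *GFP*-NSPCs and 2.12 ± 0.116 in *Dbx2*-NSPCs (SD, n = 8 each; exact permutation test, p = 0.00171, adjusted p = 0.00269 over 11 sets). The TAP score was 2.22 ± 0.089 and 1.97 ± 0.081 (SD, n = 8 each; exact permutation test, p = 0.000311, adjusted p = 0.00171). The L1 score was 1.82 ± 0.102 and 1.59 ± 0.127 (SD, n = 8 each; exact permutation test, p = 0.00342, adjusted p = 0.00418). The mTAPs score was 2.57 ± 0.098 and 2.35 ± 0.109 (SD, n = 8 each; exact permutation test, p = 0.00249, adjusted p = 0.00342). The TAPs score was 3.07 ± 0.065 and 2.91 ± 0.066 (SD, n = 8 each; exact permutation test, p = 0.000777, adjusted p = 0.00171). In all 5 signatures, *Dbx2*-NSPC replicate 8 had the highest score of the *Dbx2*-NSPC samples and *GFP*-NSPC replicate 1 the lowest of the *GFP*-NSPC samples. Ranking by limma's moderated t moved the aNSC2 NES most, to -2.90.

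**Figure D5:**
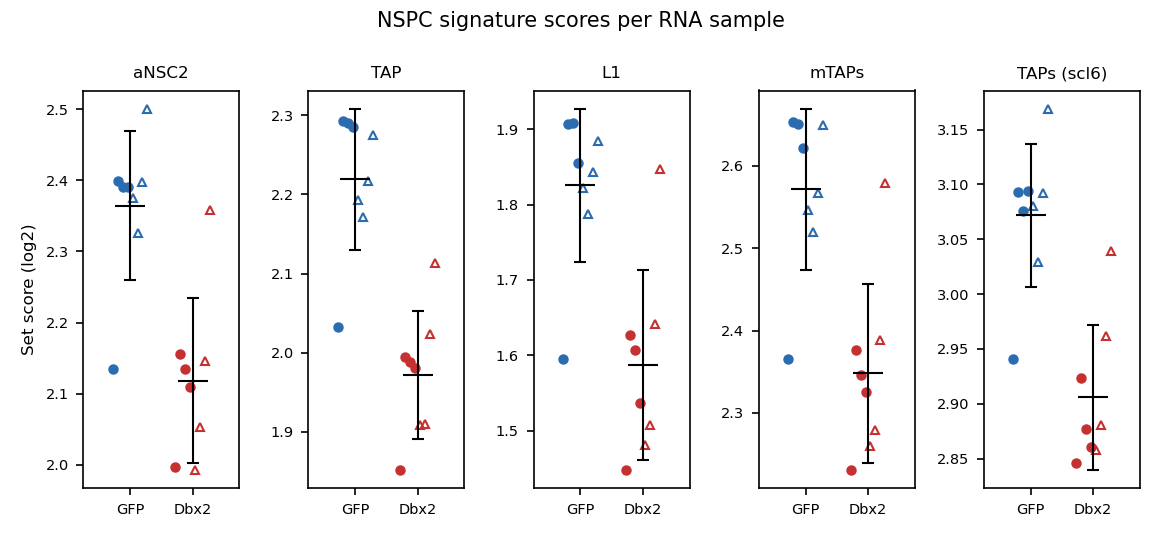
Scores of the 5 NSPC signatures (log2 scale, relative to all tested genes) in each RNA sample, with *GFP*-NSPCs in blue and *Dbx2*-NSPCs in red; circles are replicates 1 to 4, open triangles replicates 5 to 8, and bars the mean ± SD (n = 8). In each panel the *Dbx2*-NSPC mean lies below the *GFP*-NSPC mean.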

Although the signature related to the whole qNSC population was not correlated with the *Dbx2*-associated signature (Fig. 5A), a positive correlation (NES > 0) was observed when the analysis was carried out using the gene sets related to specific qNSC subpopulations (Fig. 5C and E). Since aNSCs, TAPs and NBs encompass the proliferating NSPC pool of the SVZ neurogenic lineage, we wondered whether the negative correlation that we observed between the gene sets related to these cell populations and the *Dbx2*-associated signature may be driven by cell cycle-related genes. To address this question, we quantified the percentage of REACTOME and KEGG cell cycle genes among the aNSC-related and TAP-related gene sets. This quantification suggested that cell cycle genes alone did not explain the correlation between the aNSC/TAP-related and the *Dbx2*-associated signatures; for example, cell cycle genes accounted for only 26–28% of the genes in the signatures related to proliferative TAPs (mTAPs and L1) (Fig. 5B and D). 

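The REACTOME and KEGG cell cycle lists were not used here, and the Hallmark “E2F targets” and “G2M checkpoint” sets were taken as cell cycle genes in their place. Of the mTAPs signature, 116 genes (31.4%) were in either Hallmark set, and of the L1 signature, 72 (27.0%). The aNSC2 signature held 150 such genes (28.7%), the TAP signature 74 (19.4%) and the TAPs signature 83 (18.1%). With these genes left out, the NES was -2.22 for the 373 remaining aNSC2 genes, -2.12 for 195 L1 genes and -2.02 for 254 mTAPs genes. It was -1.91 for 307 TAP genes and -1.52 for 375 TAPs genes. All 5 kept an fgsea adjusted p under 0.05.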

We then filtered out cell cycle genes from aNSC/TAP signatures, selected the *Dbx2*-downregulated DEGs (FDR < 0.05) among the remaining genes, and performed GO enrichment analysis on the resulting gene lists. Notably, GO terms related to RNA processing (e.g. “RNA splicing”) prominently featured in all the analysed gene lists (Fig. 6). These data suggest that *Dbx2* may inhibit NSPC proliferation by regulating cell cycle-related genes, and NSPC lineage progression by modulating genes involved in RNA processing.

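Among the signature genes outside the Hallmark “E2F targets” and “G2M checkpoint” sets, the genes called lower in *Dbx2*-NSPCs by limma numbered 76 for aNSC2, 73 for TAP, 56 for TAPs, 51 for mTAPs and 37 for L1. The genes called higher numbered 4, 11, 12, 6 and 3, in the same order. The GO terms themselves were not analysed here, and the 31 genes that Fig. 6B lists under RNA splicing were tested as a group. All 31 had a negative log2 fold change, from -1.13 for *Snrpf* to -0.17 for *Hnrnpu* with a median of -0.37, and all 31 were negative in replicates 1 to 4 and in replicates 5 to 8 fitted alone. The list was drawn from genes the paper calls lower on these data, so the shared direction is not an independent result. At an adjusted p under 0.05 over all genes, 26 were called; *Srsf1* (0.0539), *Rbmx2* (0.0562), *Psip1* (0.0742), *Luc7l2* (0.108) and *Hnrnpu* (0.171) were not. With the residual covariate all 31 were called, as they were when limma's p was adjusted over the list alone. The mean log2 level of the 31 genes less that of all tested genes was 2.96 ± 0.103 in *GFP*-NSPCs and 2.53 ± 0.086 in *Dbx2*-NSPCs (SD, n = 8 each; exact permutation test, p = 0.000155). *Snrpf* (ENSMUSG00000020018; chromosome 10, 93583029 to 93589706) was at 81.5 ± 16.6 CPM in *GFP*-NSPCs and 36.9 ± 7.83 CPM in *Dbx2*-NSPCs (SD, n = 8 each; limma adjusted p = 3.51e-05). *Celf2* (ENSMUSG00000002107; chromosome 2, 6539694 to 7509563) was at 494 ± 30.2 and 267 ± 62.7 CPM, a log2 fold change of -0.92 (SD, n = 8 each; limma adjusted p = 1.29e-05). *Snrpf*, *Dazap1*, *Lsm7* and *Sf3b5* lie on chromosome 10; less the median of their 50 nearest genes, the difference was -0.56 for *Snrpf*, -0.21 for *Dazap1*, -0.06 for *Lsm7* and -0.11 for *Sf3b5*, and only that of *Snrpf* kept an adjusted p under 0.05. *Magoh* and *Magohb* are paralogs whose reads could be divided between them, *Magohb* also overlaps the pseudogene *Gm44958*, and *Hnrnpu*, *Psip1* and *Snrpf* overlap *Cox20*, *Snapc3* and *Ccdc38* on the opposite strand. From the lower cell cycle genes, and from the RNA processing terms enriched among the lower signature genes left after cell cycle genes were filtered out, the paper proposes that *Dbx2* may act on NSPC proliferation through the former and on lineage progression through the latter.

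**Figure D6:**
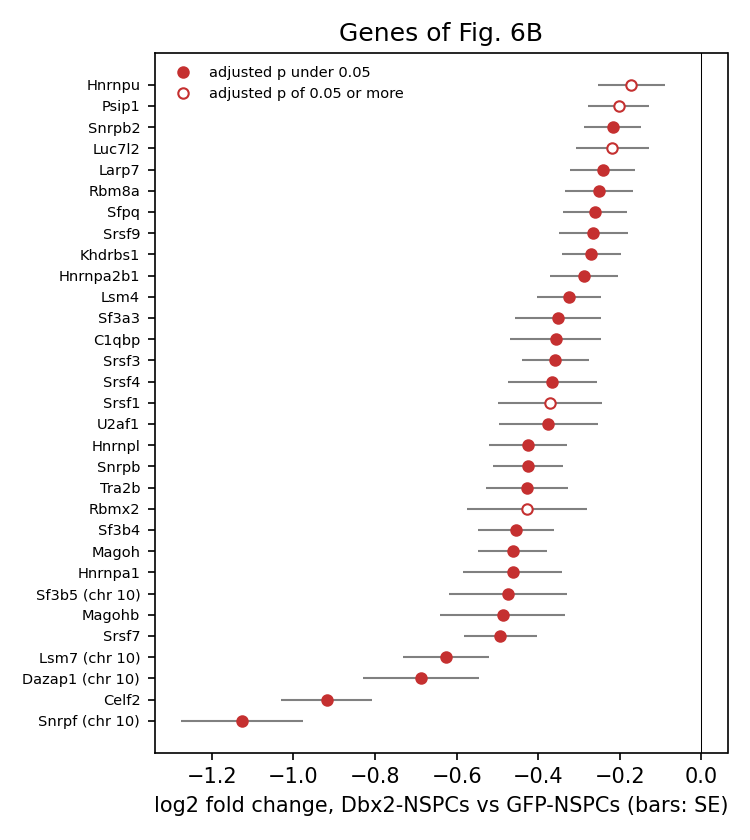
Log2 fold change between *Dbx2*-NSPCs and *GFP*-NSPCs of the 31 genes of Fig. 6B, with bars for the standard error; filled points have an adjusted p under 0.05 and open points do not. All 31 lie below 0 and 5 are open.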

**Fig. 5:**
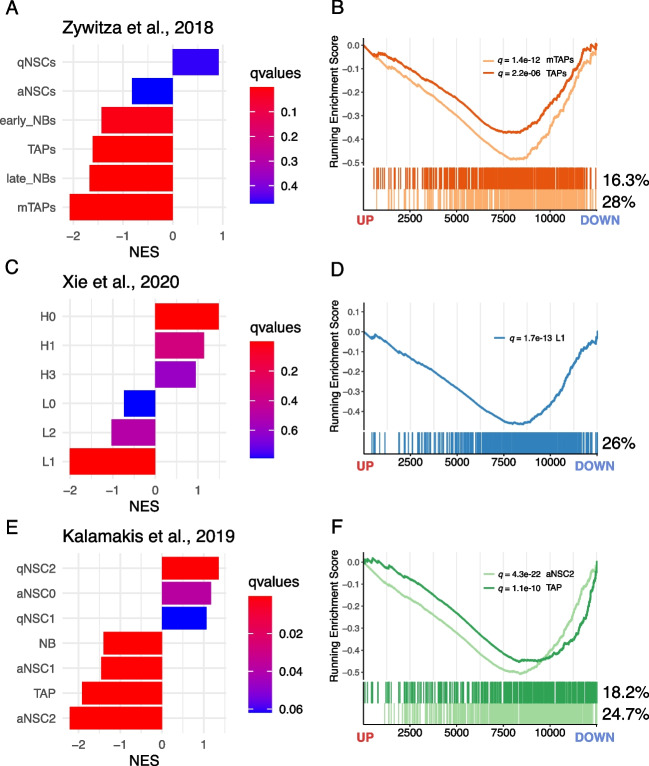
*Dbx2* function is negatively correlated with neurogenic lineage progression. **(A**, **C** and **E)** Bar plots showing the correlation between the *Dbx2*-associated signature and the qNSC-specific, aNSC-specific, TAP-specific and NB-specific gene sets, as defined in recent studies [[47] **(A)**, [15] **(C)**, [14] **(E)**], according to GSEA. In **(C)**, H0-H3 correspond to qNSC subpopulations, L0 to aNSCs, L1 to TAPs and L2 to NBs, as previously described [15]. (**B**, **D** and **F**) Enrichment plots showing selected cell type-specific gene sets in the *Dbx2*-associated signature. The percentages indicate the fraction of cell cycle genes in each gene set

**Fig. 6:**
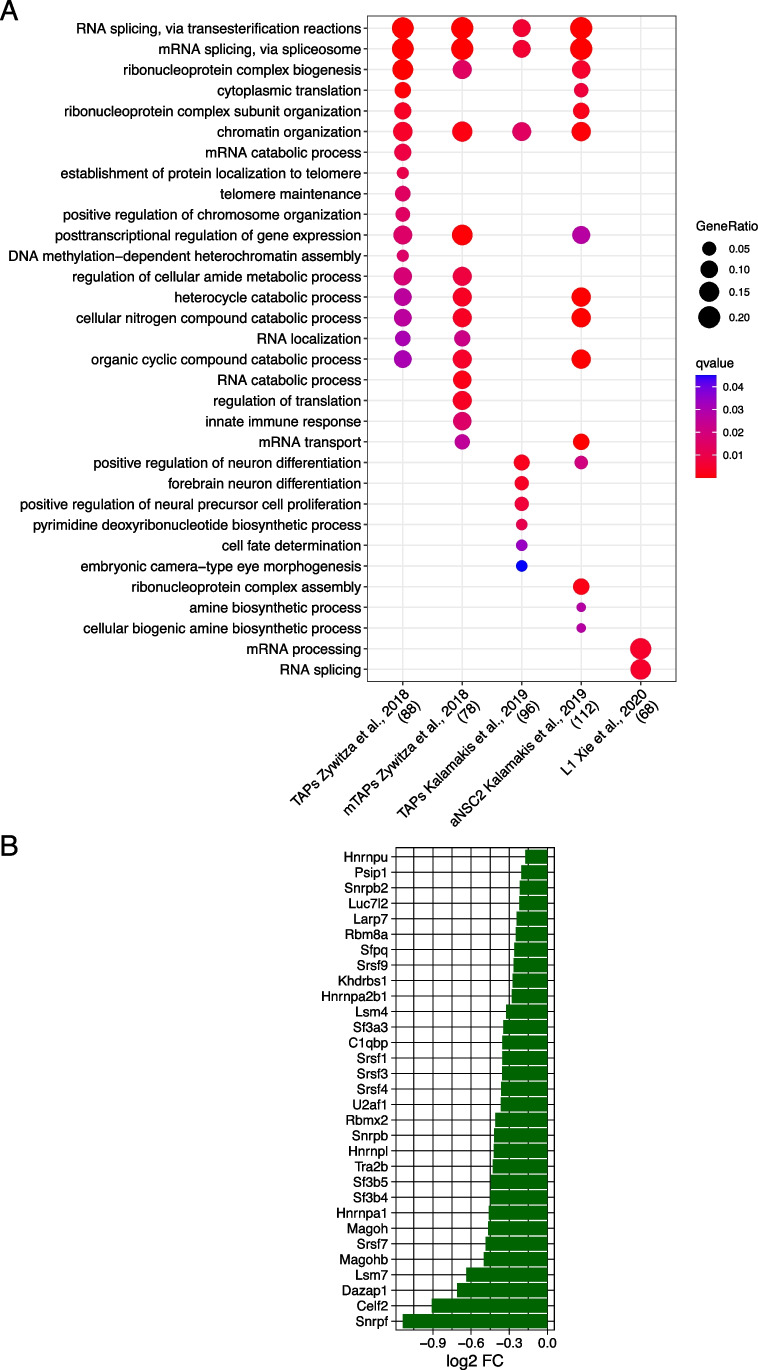
*Dbx2* affects the expression of gene sets related to both RNA processing and neurogenic lineage progression. (**A**) Dot plot showing the GO terms enriched in the gene sets obtained by subtracting cell cycle genes, taken from the KEGG and REACTOME cell cycle gene sets, from the indicated NSPC signatures (TAPs and mTAPs, [47]; TAPs and aNSC2 [14]; L1 [15]), then selecting the downregulated DEGs in *Dbx2*-NSPCs vs *GFP*-NSPCs in the resulting gene lists. (**B**) Bar plot showing the FC of genes associated with the GO terms “RNA splicing, via transesterification reactions” and “mRNA splicing, via spliceosome”, which are also associated with the NSPC signatures indicated in (**A**), and downregulated in *Dbx2*-NSPCs

## Discussion

In this study, we show that elevated *Dbx2* expression in NSPCs impairs the G2/M transition, causing accumulation in G2/M by hindering the progression through mitosis. Although we could not detect a clear effect of *Dbx2* overexpression on the G1/S transition, transcriptomic analyses revealed that *Dbx2* broadly regulates the cell cycle molecular networks, repressing genes implicated in cell cycle progression and activating genes involved in cell cycle arrest. Of note, signatures related to E2F, Myc and p53 were among the top hits, which is consistent with the recently described association between these factors and the transcriptomic profiles of aged NSPCs [15].

Recent studies suggest that the increase in the time spent by NSCs in a quiescent state, which is generally thought to be in G0, is a main driver of the neurogenic decline of aged mice [12–16]. Although *Drosophila* qNSCs can also be arrested in G2 [54], evidence that this may happen in mice is lacking. Transcriptomic comparison of qNSCs and aNSCs of the mouse SVZ, however, showed that both G1/S and G2/M signatures are downregulated in qNSCs [18]; thus, the inhibitory effects of *Dbx2* on the transcriptional networks associated with both the G1/S and G2/M transitions is compatible with a role in the increased quiescence of aged NSCs. Notably, the gene set downregulated upon *Dbx2* overexpression correlates with the transcriptomic signatures of the proliferative populations of the SVZ neurogenic lineage (aNSCs, TAPs and early NBs), supporting the implication of *Dbx2* in NSC quiescence from a different angle. The limited percentage of cell cycle genes contributing to this correlation suggests that it is not driven predominantly by cell cycle inhibition; furthermore, GO analysis indicates an additional negative effect of *Dbx2* on genes related to RNA processing. We speculate that increased *Dbx2* expression during SVZ aging may facilitate NSC progressing into quiescence by inhibiting cell cycle genes along with RNA processing genes.

Several categories associated with the inflammatory response were top hits among the genes upregulated by *Dbx2* overexpression. This is noteworthy, since inflammatory transcriptional signatures are associated with NSC quiescence, aged neurogenic niches and brain aging [8, 9, 18, 55]. We did not detect an increase in *Dbx2* expression levels in young adult NSPC cultures treated with IFNαγ, IL2/6 or TNFα (our unpublished observations); however, gene sets related to immune response (especially IFN signaling) were upregulated in SVZ NSPC cultures treated with BMP4 and FGF2 to induce quiescence [25]. Thus, these signatures may be activated in NSPCs independently of canonical cytokine-driven responses to regulate their proliferative state.

In conclusion, our study uncovers several links between increased *Dbx2* function and key features of NSPC aging. These include: i) the downregulation of gene networks implicated in cell cycle progression, the upregulation of those involved in cell cycle arrest and the inhibition of NSPC proliferation; ii) the upregulation of inflammatory response pathways; iii) the downregulation of the transcriptomic signatures of the proliferative neurogenic cell populations (aNSCs, TAPs and early NBs), which are depleted in the aged SVZ; iv) the negative regulation of *Dbx2* expression by EGFR signaling, which is reduced in the aged SVZ. This work has some limitations, since our functional experiments have been performed using *in vitro* NPSC cultures and gain-of-function approaches. Although some of the genes modulated upon *Dbx2* overexpression showed opposite changes in aged NSPC cultures expressing *Dbx2*-targeting shRNAs, this approach yielded a modest *Dbx2* knockdown in our hands [30]. Of note, *Dbx2* is a NSC-specific component of the recently reported molecular aging clocks in the mouse SVZ, and its age-associated modulation can be reversed by exercise [56], pointing to *Dbx2* as a potential biomarker of neurogenic niche aging and rejuvenation. By showing that *Dbx2* can promote age-associated changes in NSPC cultures, our *in vitro* analyses prompt the investigation of the functional role of *Dbx2* in the aging of *in vivo* neurogenic niches.

### Supplementary Information

Below is the link to the electronic supplementary material.

Figure S1. Validation of the effects of constitutive *Dbx2* overexpression in an independent pair of *GFP*-NSPCs and *Dbx2*-NSPCs. **(A** to **C)** Box-and-whisker plots of the fraction of *GFP*-NSPCs (blue triangles) and *Dbx2*-NSPCs (red triangles) in the G0/G1 **(A)**, S **(B)** and G2/M **(C)** phases of the cell cycle, after culture of an independent pair of transgenic NSPCs (*n*=4); **, *p* < 0.01, Student’s t-test. Flow cytometry histograms of PI-stained *GFP*-NSPC and *Dbx2*-NSPC cultures from a representative experiment are shown in **(D)** and **(H)**, respectively. **(E** to **G)** Box-and-whisker plots of the fraction of Ki67+ **(E)**, pH3+ total **(F)** and pH3+ late **(G)** cells, after culture of an independent pair of *GFP*-NSPCs (blue triangles) and *Dbx2*-NSPCs (red triangles) (*n*=5); **, *p* < 0.01, Student’s t-test. **(I** to **P)** Representative images of *GFP*-NSPC **(I**, **M**, **K**, **O)** and *Dbx2*-NSPC **(J**, **N**, **L**, **P)** cultures stained with anti-Ki67 **(I**, **J)** or anti-pH3 **(K**, **L)** antibodies. Hoechst nuclear staining is shown in **(M** to **P)**. Scale bar, 40 μm. (PNG 2100 kb)

High resolution image (EPS 13589 kb)

Figure S2. Validation of the effects of constitutive *Dbx2* overexpression by automated immunofluorescence analysis. **(A** to **F)** Box-and-whisker plots of the fraction of Ki67+ cells **(A**, **D)**, pH3+ total cells **(B**, **E),** and pH3+ cells with fluorescent intensity above 150 units/pixel **(C**, **F)**, after culture of two independent pairs of *GFP*-NSPCs (blue triangles) and *Dbx2*-NSPCs (red triangles), and automated immunofluorescence analysis using ImageJ. (**A** to **C**) Results obtained with the same *GFP*-NSPC and *Dbx2*-NSPC lines as shown in Fig. 2 (*n*=4); (**D** to **F**) Results obtained with the same *GFP*-NSPC and *Dbx2*-NSPC lines as shown in Fig. S1 (*n*=5); *, *p* < 0.05, **, *p* < 0.01, Student’s t-test. (PNG 135 kb)

High resolution image (EPS 465 kb)

Figure S3. Dynamic pattern of nuclear pH3 localization in young adult NSPCs going through the G2/M transition. **(A** to **D** and **I** to **L)** Representative high magnification images of young adult NSPCs stained with an anti-pH3 antibody, showing the pattern of nuclear pH3 staining during late G2 to early prophase **(A** to **C)**, late prophase to metaphase **(D**, **I**, **J)**, anaphase to telophase **(K**, **L)**. Hoechst nuclear staining is shown in **(E** to **H)** and **(M** to **P)**. Scale bar, 10 μm. (PNG 3871 kb)

High resolution image (EPS 106453 kb)

Figure S4. REACTOME pathway enrichment in *Dbx2*-modulated genes. Dot plot showing the REACTOME pathways that are enriched in the upregulated (left) and the downregulated (right) DEGs in *Dbx2*-NSPCs vs *GFP*-NSPCs. The size of the dots is based on the count of the DEGs correlated with each pathway; the colour of the dots shows the qvalue associated with each pathway. (PNG 159 kb)

High resolution image (EPS 227 kb)

Figure S5. Transcription factor motifs enriched in *Dbx2*-modulated genes. (**A** to **D**) Dot plots showing the transcription factor motifs enriched in the upregulated (**A**, **C**) and the downregulated (**B**, **D**) DEGs in *Dbx2*-NSPCs vs *GFP*-NSPCs, according to the JASPAR and TRRUST databases (**A**, **B**) or the ENCODE and CHEA databases (**C**, **D**). The size of the dots is based on the combined score associated with each motif, as defined by Enrichr method [48]; the colour of the dots shows the FDR value associated with each motif. (PNG 310 kb)

High resolution image (EPS 321 kb)

Figure S6. *Dbx2* overexpression inhibits the expression of gene sets associated with different cell cycle phases. (**A** to **I**) Enrichment plots showing the enrichment in the *Dbx2*-associated signature of gene sets related to different cell cycle phases, which were obtained from the “C2” curated gene sets collection in MSigDB, according to GSEA. Vertical black lines indicate individual members of each gene set and their position within the ranked *Dbx2*-associated signature; the heat maps at the bottom of the plots highlight the proportion of *Dbx2*-downregulated genes (blue colour) and *Dbx2*-upregulated genes (red colour) in each gene set. (PNG 227 kb)

High resolution image (EPS 1426 kb)

Figure S7. *Dbx2* overexpression causes the downregulation of genes involved in cell cycle progression and the upregulation of genes involved in cell cycle inhibition. **(A**, **B)** Pathview-generated diagrams of the cell cycle molecular pathway (**A**), or the p53 signaling pathway (**B**), according to KEGG database, showing that genes with crucial roles in cell cycle progression are downregulated in *Dbx2*-overexpressing NSPCs (green colour, FC < 0), whereas genes coding for key cell cycle inhibitors are upregulated following *Dbx2* overexpression (red colour, FC > 0). (PNG 818 kb)

High resolution image (EPS 5458 kb)

Table S1 List of the 2854 DEGS with FDR < 0.05 in Dbx2-NSPCs vs GFP-NSPCs, and of the 12533 genes of the Dbx2-associated signature used for GSEA. 

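Table S1 gives, for each gene, the paper's FC on the log2 scale and its FDR from edgeR with the cell line batch as a covariate. The list could be read here for 1999 of its genes, all of them among the genes tested. Of these, 1997 changed in the same direction in the limma fit and 2 in the opposite direction. The log2 fold changes correlated at 0.962 (Pearson) across these genes, which are not independent replicates, and the median difference was 0.0025. Of the 1999, limma without a covariate called 1619 at an adjusted p under 0.05 and did not call 380. With the residual covariate 1961 were called, and with edgeR and the division of samples 1 to 4 and 5 to 8 as a covariate, a fit chosen after the data were seen, 1981.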

(XLSX 1.55 mb)

Table S2 List of the genes in the “Hallmark” gene sets “E2F targets”, “G2M checkpoint”, “Interferon gamma response”, IL6 JAK STAT3 signaling”, “Myc targets V1”, “p53 pathway”, and their associated FC and FDR values in Dbx2-NSPCs vs GFP-NSPCs. 

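The 6 sets were read from Table S2 with every member among the tested genes. At an adjusted p under 0.05 over all tested genes, “E2F targets” held 35 lower and 3 higher genes, “G2M checkpoint” 32 lower and 6 higher, and “Myc targets V1” 33 lower and none higher (36 genes in either direction when adjusted over the set alone). “p53 pathway” held 10 lower and 38 higher genes, “Interferon gamma response” 4 lower and 20 higher, and “IL6 JAK STAT3 signaling” 10 higher. Adjusted over each set alone, the called genes in either direction rose to 46 for E2F, 52 for G2M, 56 for p53, 25 for interferon gamma and 14 for IL6.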

(XLSX 80.5 kb)

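In the signatures of aNSCs and TAPs, the genes called by limma at an adjusted p under 0.05 over all tested genes were mostly lower in *Dbx2*-NSPCs. The aNSC2 signature held 111 lower and 5 higher genes, the TAP signature 93 and 12, the TAPs signature 77 and 12, the mTAPs signature 75 and 7, and the L1 signature 47 and 3. Adjusted over each signature alone, the called genes in either direction numbered 133 for aNSC2, 122 for TAP, 95 for TAPs, 94 for mTAPs and 57 for L1.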

Table S3 List of the genes belonging to the gene sets associated with aNSCs and TAPs, as shown in Fig. 5, and their associated FC and FDR values in Dbx2-NSPCs vs GFP-NSPCs.

## Data Availability

RNA-seq data accompanying this paper are available through NCBI Gene Expression Omnibus (GEO) repository, under accession number GSE222691.

How the deposited data were processed for this re-analysis (not part of the article)

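RNA from 8 cultures of *Dbx2*-NSPCs and 8 of *GFP*-NSPCs, grown from lines of mice of 3 months of age, had been sequenced after 4 to 6 days in non-adherent culture, with libraries made from 100 ng of total RNA each. The authors trimmed the reads with bbduk, aligned them with STAR to GRCm38 with Ensembl annotation and counted them on genes; the counting tool and the strand used are not named in the paper's text. The authors deposited 1 table of CPM for 30386 genes and 16 samples, rounded to 2 decimals, and all columns of it were used, so that 0 columns were left out. Each column summed to between 999484.7 and 999613.8 CPM, so the deposited CPM hold no scaling between samples beyond the total. The smallest step between the low values of each sample gave the CPM of a single read, and between 99.985% and 100% of the values above 0 of each sample were then whole reads. The totals were 1803928 to 3258885 reads in *GFP*-NSPCs and 2214008 to 3293285 reads in *Dbx2*-NSPCs, and 3 reads, taken as the floor, correspond to 0.911 to 1.66 CPM. The most abundant gene, *Gm42418*, took 5.43% to 8.76% of the reads of a sample.

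Samples were grouped by the transgene in their labels. The labels also carry a replicate number from 1 to 8 in each group, which is the source of the replicate block; they do not give the cell line pair, so the covariate of the paper's methods could not be used and none was fitted. Genes with more than 1 CPM in at least 4 samples were kept, which left 12533, the number the paper gives for its ranked list. Differential expression was tested on log2(CPM + 0.5) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend), and p-values were adjusted by the Benjamini-Hochberg method, with 0.05 as the threshold. For *Dbx2*, the cell cycle genes, the PC scores and the set scores, all 12870 splits of 8 against 8 samples were enumerated in 2-sided exact permutation tests, whose smallest p is 0.000155. Whether same-numbered samples deviate together was tested, after the scores had been seen, by permuting the numbers within the samples numbered 1 to 4 and within those numbered 5 to 8, in 576 relabellings. GSEA used fgsea 1.28.0 (fgseaMultilevel, exponent 1, seed 1) on the log2 fold changes, with the 6 Hallmark sets and 5 NSPC signatures as the paper's Tables S2 and S3 list them. A set score is the mean log2 value of a set's genes less the mean over all tested genes. PCA used prcomp on the centred log2 values of all tested genes. Gene positions, strands and overlaps came from GENCODE M21, the mouse release that matches the paper's Ensembl annotation. The genes named in the text were set by a rule before the data were examined: *Dbx2*, the genes of the cell cycle statement, the 20 genes labelled in Fig. 3A, the 31 genes of Fig. 6B, and the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.05, a mean of at least 10 CPM in a group and no overlap between the groups.

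The alternatives were pseudocounts of 0.1 and 2, 2 other filters, median-of-ratios and quantile scaling, eBayes without trend, the replicate block, the leading component of the residuals within the groups as a covariate, the samples on each side of that component alone, and edgeR 4.0.16 and DESeq2 1.42.0 on the recovered whole reads. GSEA was also run on limma's moderated t and on genes with a mean of at least 10 CPM, and the signatures without the E2F and G2M members. Alternatives chosen after the data were seen were edgeR with the division of the samples numbered 1 to 4 and 5 to 8 as a covariate, the tested genes outside the regions where neighbouring genes shift together, each gene less its 50 nearest neighbours, and 14 further selections for the PCA. Regional shifts were noticed while the data were explored and were then scanned for with the 8631 genes of at least 10 CPM on average, in windows of 40 genes moved by 10, against 1000 shuffles of the gene order within the contrast; the sizes of the windows and of the neighbourhoods were chosen after the shifts had been noticed. The tolerance of 0.1 for values read from figures was also set after the data had been explored. Each tool was tested on simulated data with 12533 genes, of which 200 were changed: limma recovered 178 with 4 false calls, edgeR 177 with 6 and DESeq2 188 with 23. In simulated data of 7000 genes, the region scan found 0 regions without a planted block and all 150 genes of a planted block. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. GO, KEGG, REACTOME and motif analyses, and the qNSC and NB signatures, were left out because their gene sets were not used here.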

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

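The tests of a random gene order, of *Dbx2*-NSPCs mixed into *GFP*-NSPC samples, and of the read total of *GFP*-NSPC replicate 1 were chosen only after the result they weigh was seen, as was the latter of the exact tests of the *Dbx2* difference. The other tests were chosen before their own results were seen, but the division of the samples numbered 1 to 4 and 5 to 8 and the regional shifts were themselves noticed in the data.

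Of 162 groups of 8 samples examined, 23 held a sample far from the others by Dixon's criterion, where chance gives 8.1. No explanation was tested for the individual genes among them. In *Dbx2*-NSPC replicate 4, *C1qbp* was at 82.17 CPM (117.23 to 143.19 in the other *Dbx2*-NSPC samples), *Sf3a3* at 27.27 CPM (38.37 to 45.15) and *Srsf9* at 145.32 CPM (187.61 to 213.99). In *Dbx2*-NSPC replicate 1, *Dbx2* was at 232.13 CPM (114 to 168.44) and *Pdzrn4* at 8.03 CPM (0 to 2.51). *Magohb* was at 18.57 CPM in *Dbx2*-NSPC replicate 8 (9.33 to 13.68) and *Pcdh19* at 13.54 CPM in *Dbx2*-NSPC replicate 7 (8.61 to 10.6). Among *GFP*-NSPCs, *Hnrnpl* was at 215.61 CPM in replicate 4 (154.63 to 183.44), *Magoh* at 78.21 CPM in replicate 6 (57.16 to 67.01), *Rbmx2* at 38.44 CPM in replicate 2 (23.92 to 30.43) and *Srsf1* at 120.86 CPM in replicate 1 (157.7 to 188.76). *Dach1* at 0.3 CPM in *Dbx2*-NSPC replicate 2 and *Serpina3n* at 0.55 CPM in *GFP*-NSPC replicate 5 are single reads where the other samples of the group are at 0, so the depth alone can give them. *Dbx2*-NSPC replicate 7 had 2214008 reads, against 2785601 to 3293285 in the other *Dbx2*-NSPC samples; division by the total is already in the CPM.

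*GFP*-NSPC replicate 1 lay apart from the other *GFP*-NSPC samples in 7 set scores, each time towards the *Dbx2*-NSPC samples. Its scores were 1.586 for E2F targets (1.792 to 1.937 in the others), 1.807 for G2M checkpoint (2.007 to 2.138), -0.473 for IL6 JAK STAT3 signaling (-0.822 to -0.682), 0.853 for p53 pathway (0.545 to 0.640), 1.595 for L1 (1.787 to 1.909), 2.033 for TAP (2.171 to 2.292) and 2.366 for mTAPs (2.520 to 2.653). The sets share genes, so these are not 7 independent results. Its read total ranked 3 from the lowest of 8, so a shallow library was not the reason. *GFP*-NSPC replicate 1 also lay apart on chromosome 10 from 79669369 to 128744855, again towards the *Dbx2*-NSPC samples. The level of this region, relative to all genes, was -0.037 in it. The other *GFP*-NSPC samples were at 0.245 to 0.334 and the *Dbx2*-NSPC samples at -0.259 to -0.218. If *Dbx2*-NSPCs had been mixed into the sample, genes raised in *Dbx2*-NSPCs would lie part of the way towards the *Dbx2*-NSPC level. The median over 16 raised genes outside the shifted regions was 7.0% of the way and over 15 lowered genes 22.1%, while the distal part of chromosome 4 lay 68.4% of the way. The limits for these genes, a level of 20 CPM and an 8-fold difference, were set after the sample had been seen to lie apart. A mixture would place these measures at the same share, and the value for the raised genes goes against it. *Dbx2*-NSPC replicate 1 also had the lowest score of its group for G2M checkpoint, Myc targets, L1, TAP, mTAPs and TAPs, so the shift is in part shared by the sample of the same number. No biological explanation was tested.

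In *Dbx2*-NSPC replicate 8 the aNSC2 score was 2.358 (1.993 to 2.155 in the other *Dbx2*-NSPC samples) and the mTAPs score 2.580 (2.231 to 2.388), towards the *GFP*-NSPC level. *GFP*-NSPC replicate 8 likewise had the highest score of its group for E2F targets, G2M checkpoint, Myc targets, aNSC2 and TAPs. Over the 11 sets, the scores of same-numbered samples within the samples numbered 1 to 4 and 5 to 8 correlated at 0.483 to 0.832, with an adjusted p of 0.0254 for L1, mTAPs and TAP and of 0.0535 to 0.521 for the others (exact permutation of the numbers, a test chosen after the scores were seen). What the samples of a number have in common is not given by their labels.

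*Dbx2* rose less in the samples numbered 1 to 4 than in those numbered 5 to 8, with log2 fold changes of 0.54 and 1.99 and a difference of 1.45 (limma interaction, adjusted p = 1.04e-04; higher in the same-numbered *Dbx2*-NSPC sample in 8 of 8 numbers). The exact permutation p of the difference was 0.0686 with transgene labels permuted and 0.0322 with set labels permuted. With a pseudocount of 2 the difference was 1.407, which decides nothing, since no sample was under 30.67 CPM; after median-of-ratios rescaling it was 1.436, which goes against scaling. *Dbx2* itself in *GFP*-NSPC samples 1 to 4 lay 62.0% of the way from *GFP*-NSPC samples 5 to 8 to the *Dbx2*-NSPC level. Over 27 other raised genes the median was 1.1%. These genes were selected for a log2 fold change above 2 in each set of samples, so their median could not have come near 62.0%. A mixture of that share would have left no gene with such a fold in samples 1 to 4. The presence of these genes therefore goes against *Dbx2*-NSPCs mixed in at that share, and the median itself decides nothing. No biological explanation was tested; reads of the transgene and of the endogenous gene are not told apart, and the cell line of each sample is not given.

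For 1183 genes (551 with a larger and 632 with a smaller log2 fold change in the samples numbered 5 to 8) the effect of the transgene differed between the sets of samples at an adjusted p under 0.05, and edgeR called 1173. Of the 35 ways of dividing the replicate numbers into sets of 4, 1 gave as many genes, and the others gave 0. The division was chosen from the data, so its rank among the 35 carries no p-value. Chance would leave few genes at this adjusted p, so 1183 genes argue against it for these genes as a set. The 0 genes of the other divisions add nothing to this. Their fits leave the difference between the samples numbered 1 to 4 and 5 to 8 in the residuals, which lowers their counts. The level of 120 genes of distal chromosome 4 reversed without overlap. In numbers 1 to 4 it was -0.577 to 0.181 in *GFP*-NSPCs and 0.411 to 0.425 in *Dbx2*-NSPCs. In numbers 5 to 8 it was 0.350 to 0.388 and -0.473 to -0.397. Among the genes with a mean of at least 10 CPM, the effect differed between the sets in 10.16%, against 9.44% of all tested genes, which goes against low values as the reason. The read totals did not differ in this way (exact permutation test, p = 0.937), and median-of-ratios rescaling gave 1188 genes. Outside the regions where neighbouring genes shift together lay 71.8% of the 1183 genes. The paper states that its samples come from independent cell lines, and a difference between lines or between batches of culture could give this pattern; the labels do not allow these to be told apart.

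Many neighbouring genes of chromosome 10 were lower in *Dbx2*-NSPCs, which the paper does not report: along the chromosome in the samples numbered 5 to 8, but only from 79669369 to 128744855 in those numbered 1 to 4 (230 genes, median -0.482). Relative to all chromosomes and over all samples, the median log2 fold change of 430 genes from 3366057 to 128744855 was -0.365, and the level of the region separated all *Dbx2*-NSPC samples (-0.195 to -0.172) from all *GFP*-NSPC samples (-0.044 to 0.312; exact permutation test, p = 0.000155, the smallest it can give). In a permutation test with 1000 shuffles of the gene order, no window reached the largest observed window median (p = 0.001, the smallest it can give). Against genes of the same GC content the median was -0.388, among the more abundant genes of the region it was -0.365, and 84.9% of the genes moved the same way. These values go against GC content, low values and a few strongly changed genes as the reason. After median-of-ratios rescaling the median was -0.387, which decides nothing, since a factor common to all genes of a sample leaves a comparison between chromosomes as it was. Of the 613 tested genes on chromosome 10, 227 were called lower and 22 higher. No biological explanation was tested, RNA alone does not show whether the cultures differ in copies of the chromosome, and variants of the lines against the reference were not tested.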

How the results depend on the processing

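Apart from those named as chosen later, the alternatives were set before the data were examined; edgeR with the division of samples as a covariate, the genes outside the shifted regions, the neighbouring-gene comparison and 14 of the PCA settings were chosen after seeing the data.

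No result named here reversed its direction under an alternative that was run. All 11 NES kept their sign and an adjusted p under 0.05 under every alternative: E2F targets from -2.553 to -1.927, G2M checkpoint from -2.176 to -1.533, Myc targets from -2.544 to -1.785, IL6 JAK STAT3 signaling from 1.508 to 1.976, interferon gamma response from 1.567 to 1.747, p53 pathway from 1.525 to 2.151, aNSC2 from -2.904 to -2.016, L1 from -2.639 to -1.819, mTAPs from -2.815 to -1.790, TAP from -2.611 to -1.693 and TAPs from -2.389 to -1.415. The replicate block and the residual covariate leave every fold change as it was, so for the NES they show no stability. The set score differences and the splicing score (-0.431 to -0.413) kept theirs too, with the exception of the set score difference of G2M_CHECKPOINT, which with the median of log2 values was -0.114 with adjusted p = 0.0998 (range 0.00622 to 0.0998).

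The number of differentially expressed genes was 3133 with the residual covariate, and the number of upregulated genes 1556 and the number of downregulated genes 1577. The number of downregulated genes was 1467 on the positive side of the residual component (replicates 5 to 8), and the number of upregulated genes was 1572 in edgeR with the division as a covariate. With a log2 fold change above 1 or below -1 required, the counts were 675, 435 and 240. The other alternatives kept these counts within 1.5 times, and the main 1982 genes included 1891 of those called by DESeq2 and 1768 of those called by edgeR. Without a fold change threshold, the share of called genes that were higher ran from 47.0% with the filter of 5 CPM in 8 samples to 55.4% with median-of-ratios rescaling over the alternatives set before the data were examined; with the threshold, 435 of 675 were higher.

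Of the log2 fold changes, *Cdk1* passed the threshold with the replicate block (-0.62, adjusted p = 0.0165), the residual covariate (0.00865), the positive side (-0.66, 0.00128), DESeq2 (-0.55, 0.0338) and edgeR with the division (-0.54, 0.0145), with a range of 0.00128 to 0.207. *Gadd45a* passed with the replicate block (0.66, adjusted p = 0.0245), the residual covariate (0.66, 0.0433), DESeq2 (0.68, 0.0419), edgeR with the division (0.68, 0.0382) and less its neighbours (0.63, 0.0279), with a range of 0.0245 to 0.254. On the positive side *Ccna2* was at -0.49 with adjusted p = 0.0686 (range 0.00503 to 0.0686), and on the negative side *Dbx2* was at 0.54 with adjusted p = 0.0892 (range 5.67e-08 to 0.0892). For *Cdk2* the value less its neighbours was -0.32 with adjusted p = 0.114 (range 0.000429 to 0.114). *Cdk4*, *Cdkn1a* and *Gadd45g* passed under every alternative. For each change of call or count, the cause was not tested. Among the other 57 named genes, the samples of either side alone, left 13 under the threshold that had passed it, and quantile scaling and eBayes without trend 7 each; the residual covariate added 6.

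The PC1 share of variance and the PC2 share of variance moved with the choice of genes, and the cause was not tested. With each gene scaled they were 21.73% and 19.07%, with the 500 most variable genes 41.92% and 29.94%, and with a pseudocount of 2, 30.50% and 25.11%. With the 500 genes of smallest transgene p they were 66.92% and 20.30%, and with the called genes 60.17% and 13.70%. On edgeR's log CPM they were 33.35% and 16.39% with the division removed, 47.80% and 27.09% for the genes called with the division, 64.87% and 11.02% for these with the division removed, and 51.80% and 24.91% for those beyond 2-fold. For the 500 and 100 genes of smallest transgene p they were 66.93% and 20.63%, and 72.54% and 20.68%. For the 20, 50, 100 and 500 most variable genes they were 57.94% and 24.78%, 55.14% and 27.04%, 47.50% and 30.10%, and 42.65% and 30.66%. Without a logarithm PC1 held 68.32%.

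The depth limits the genes near 3 reads: *Ccna1* could not be tested, and the folds of *Dach1*, *Gng11*, *Serpina3n* and *Tmem132b* are lower bounds.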

Differences from the paper's values

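The number of downregulated genes was 975, against the paper's 1486. Of the alternatives set before the data were examined, the replicate block (1364), the residual covariate (1577), the samples on the positive side of the residual component (1467) and DESeq2 (1016) fell within 1.5 times the paper's number; the pseudocounts, filters, other scalings, eBayes without trend, the negative side, edgeR without a covariate and the fold change threshold did not. The number of downregulated genes was 1366 in edgeR with the division of samples as a covariate, chosen after seeing the values.

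The PC1 share of variance was 28.35%, against the paper's 63%, and no alternative set before the data were examined (each gene scaled, 500 most variable genes, pseudocount 2) closed the gap. Of 14 settings chosen after seeing the values, these fell within 1.5 times the paper's share for the PC1 share of variance: the 500 genes of smallest transgene p (66.92%), the called genes (60.17%), edgeR log CPM of the 500 (66.93%) and of the 100 (72.54%) genes of smallest transgene p, of the genes called with the division as a covariate (47.80%), of these with the division removed (64.87%) or beyond 2-fold (51.80%), of the 20 (57.94%), 50 (55.14%), 100 (47.50%) and 500 (42.65%) most variable genes, and CPM without a logarithm (68.32%). Only edgeR log CPM of all tested genes, as such or with the division removed, did not. The share of variance of the PC1 scores due to the transgene was 96.9% to 99.1% in the selections by transgene p or by call, which were chosen for that difference, and 3.0% to 7.9% in the most variable genes of edgeR log CPM. It was 20.0% in CPM without a logarithm, and 98.3% in edgeR log CPM of all tested genes with the division removed.

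The NES of E2F targets was -2.158, against about -2.0 in Fig. 4A, read by eye as the paper's value. Of the alternatives set before the data were examined, pseudocount 0.1, the filter of 5 CPM in 8 samples, quantile scaling, either side of the residual component, edgeR and DESeq2 came within 0.1; the others did not, and edgeR with the division, chosen after seeing the values, did (-1.983).

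The NES of G2M checkpoint was -1.808, against the paper's about -1.7 in Fig. 4A, read by eye; pseudocount 0.1, the filter of 5 CPM, median-of-ratios, the negative side, edgeR and genes of at least 10 CPM came within 0.1, the other alternatives set before the data were examined did not, and edgeR with the division, chosen after seeing the values, did (-1.653).

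The NES of IL6 JAK STAT3 signaling was 1.791, against the paper's about 1.6 in Fig. 4A, read by eye; the negative side, edgeR and DESeq2 came within 0.1, the other alternatives set before the data were examined did not, and edgeR with the division, chosen after seeing the values, did (1.677).

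The NES of p53 pathway was 1.743, against the paper's about 1.6 in Fig. 4A, read by eye; pseudocount 0.1, the negative side, edgeR and DESeq2 came within 0.1, the other alternatives set before the data were examined did not, and edgeR with the division (1.529) and the genes outside the shifted regions (1.614), both chosen after seeing the values, did.

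The NES of mTAPs was -2.224, against the paper's about -2.1 in Fig. 5A, read by eye; pseudocount 0.1, the filter of 5 CPM, median-of-ratios, the negative side, genes of at least 10 CPM and the set without E2F and G2M members came within 0.1, the other alternatives set before the data were examined did not, and edgeR with the division, chosen after seeing the values, did (-2.009).

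The NES of TAPs was -1.730, against the paper's about -1.6 in Fig. 5A, read by eye; pseudocount 0.1, median-of-ratios, the negative side, edgeR, DESeq2 and the set without E2F and G2M members came within 0.1, the other alternatives set before the data were examined did not, and edgeR with the division (-1.546) and the genes outside the shifted regions (-1.680), both chosen after seeing the values, did.

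The NES of L1 was -2.226, against the paper's about -2.0 in Fig. 5C, read by eye; pseudocount 0.1, quantile scaling, edgeR and DESeq2 came within 0.1, the other alternatives set before the data were examined did not, and edgeR with the division, chosen after seeing the values, did (-2.065).

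The NES of TAP was -2.026, against the paper's about -1.9 in Fig. 5E, read by eye; pseudocount 0.1, median-of-ratios, quantile scaling, edgeR, DESeq2 and the set without E2F and G2M members came within 0.1, the other alternatives set before the data were examined did not, and edgeR with the division, chosen after seeing the values, did (-1.863).

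The NES of aNSC2 was -2.372, against the paper's about -2.2 in Fig. 5E, read by eye; pseudocount 0.1, quantile scaling, the positive side, edgeR, DESeq2 and the set without E2F and G2M members came within 0.1, the other alternatives set before the data were examined did not, and edgeR with the division, chosen after seeing the values, did (-2.2).

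The log2 fold change of *Col11a1* was 4.01, against the paper's 3.35 in Table S1; pseudocount 2 (3.62), the negative side (2.79), edgeR (3.28) and DESeq2 (3.31) fell within the standard error, the other alternatives set before the data were examined did not, and edgeR with the division (3.56), chosen after seeing the values, did.

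The log2 fold change of *Maml3* was 4.26, against the paper's 4.74 in Table S1; edgeR (4.92) and DESeq2 (5.02) fell within the standard error, the other alternatives set before the data were examined did not, and edgeR with the division (4.90), chosen after seeing the values, did. The *GFP*-NSPC mean of *Maml3* lies under 3 reads, and its log2 fold change was 5.42 with a pseudocount of 0.1 and 2.99 with 2, so the values cannot be told apart at this depth.

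The paper shows the transgenes apart along PC1 and lines of the same transgene apart along PC2; here the transgenes lay apart along PC2, and PC1 mostly parted the samples numbered 1 to 4 from those numbered 5 to 8.

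The paper lists *Cdk1* among the genes lower in *Dbx2*-NSPCs; its adjusted p here was 0.0509. *Cdk1* was called with the replicate block, the residual covariate, the positive side and DESeq2, and with edgeR and the division, chosen after seeing the values.

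The paper gives Gadd45 as upregulated without naming a member; *Gadd45g* was called, and *Gadd45a* (adjusted p = 0.0728) and *Gadd45b* (0.835) were not. *Gadd45a* was called with the replicate block, the residual covariate and DESeq2, and with edgeR and the division and less its neighbours, both chosen after seeing the values.

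Fig. 3A labels *Anxa6* as a gene past its threshold; its adjusted p here was 0.741. *Anxa6* was called with the replicate block (0.00887), the residual covariate (0.00503) and the positive side (6.53e-09), and with edgeR and the division (3.84e-08), chosen after seeing the values; the range over the alternatives was 6.53e-09 to 0.765.

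Fig. 6B lists *Hnrnpu*, *Psip1*, *Luc7l2*, *Srsf1* and *Rbmx2* as lower, and their adjusted p here was 0.171, 0.0742, 0.108, 0.0539 and 0.0562. All 5 were called with the residual covariate, all but *Hnrnpu* with the replicate block, and *Luc7l2* and *Srsf1* with the positive side. Of the alternatives chosen after seeing the values, edgeR with the division called *Luc7l2* and *Srsf1*, and the difference from neighbouring genes called *Hnrnpu*, *Psip1* and *Rbmx2*.

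Among the sets with a positive NES, Fig. 4A places interferon gamma response above IL6 JAK STAT3 signaling and p53 pathway; here the NES of interferon gamma response was the smallest of the 3, at 1.695. Of the alternatives set before the data were examined, edgeR and DESeq2 gave the paper's order, and on the negative side interferon gamma response came highest but IL6 JAK STAT3 signaling lowest. The others did not, although with pseudocount 0.1 p53 pathway was the smallest, and edgeR with the division, chosen after seeing the values, gave the paper's order.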

Other observations

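The tests of regions on the cell cycle results were chosen after the regional shifts were noticed, before their own results were seen.

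To see how often other arrangements of the samples give results as large, the transgene labels of same-numbered samples were exchanged, and 100 of the 128 arrangements that differ by more than an exchange of every pair were used, the real one and 99 others; in the others some pairs carry the opposite label. For the number of differentially expressed genes, only 1 of the 100, the real arrangement, reached 1982, as it alone (1 of 100) reached the number of upregulated genes and (1 of 100) the number of downregulated genes; the largest other number was 731, in an arrangement that exchanges a single pair, and the median was 0. For the NES the number of arrangements with a value at least as far from 0, the real one included, was 2 of 100 for aNSC2, 3 for Myc targets, 4 for TAP, 4 for mTAPs, 7 for G2M checkpoint, 8 for TAPs, 9 for E2F targets, 9 for L1, 13 for IL6 JAK STAT3 signaling, 13 for interferon gamma response and 14 for p53 pathway. The NES of the last 7 are therefore not separated at a share of 0.05 from what arrangements of the same samples give, although the set scores, which carry the spread between samples, gave adjusted exact permutation p-values of 0.00171 to 0.00622. The set scores and the NES measure different things, and a large NES may arise when the genes of a set vary together between cultures, whatever the label.

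*Cdk1*, *Cdk2* and *Cdk4* lie on chromosome 10, so their decrease could follow from that of the surrounding region. Less the median of the 50 nearest genes, the decrease had an exact permutation p of 0.123 for *Cdk1*, 0.104 for *Cdk2* and 0.00482 for *Cdk4*. The test was not blocked for the division or the numbers of the samples. Over all samples it leaves *Cdk1* and *Cdk2* unseparated from the shift of the region, without showing that they follow it. *Cdk4* fell further than the median of its neighbours. The test covers the spread between samples, not that between neighbouring genes. Of 50 neighbours each, 11 fell further than *Cdk1*, 2 further than *Cdk2* and 6 further than *Cdk4*. A shift of the region is therefore not excluded for *Cdk4*. The neighbours of *Cdk1* had a median log2 fold change of -0.077 in the samples numbered 1 to 4 and -0.503 in those numbered 5 to 8. In the samples numbered 1 to 4, *Cdk1* lies outside the shifted part of the chromosome. Its own log2 fold change there was -0.59, but it was not called (limma adjusted p = 0.207). In number 2 *Cdk1* was higher in *Dbx2*-NSPCs (152.05 against 147.78 CPM), and *Dbx2*-NSPC replicate 4 was far the lowest, at 43.77 CPM. These samples therefore do not establish a decrease of *Cdk1* apart from the region. Set members inside the shifted regions do not account for the lower cell cycle sets. Without the genes of these regions the NES was -2.215 for E2F targets, -1.897 for G2M checkpoint and -2.007 for Myc targets. Whether the shifted regions act on genes elsewhere was not tested, so such an effect on the sets is not excluded.

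The shifted regions over all contrasts held 12.9% of the tested genes, 21.0% of the called genes and 275 of the 975 genes called lower. In absolute value, whether higher or lower, the largest window median was 0.694 over all 16 samples, 0.824 in the samples numbered 1 to 4 and 0.973 in those numbered 5 to 8, against at most 0.295, 0.316 and 0.340 in shuffled gene orders. The distal part of chromosome 4 was higher in *Dbx2*-NSPCs in the samples numbered 1 to 4 (median 0.740, from 132274375 to 155959604) and lower in those numbered 5 to 8 (median -0.877, from 135320484 to 155959604). On chromosome 11, from 107207892 to 121204711, the median was 0.579 in the samples numbered 5 to 8 and 0.084 in those numbered 1 to 4. On chromosome 10, from 3366057 to 128744855, it was -0.245 in the samples numbered 1 to 4, where only the distal part is shifted, and -0.496 in those numbered 5 to 8.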
